# Autophagy inhibition prevents lymphatic malformation progression to lymphangiosarcoma by decreasing osteopontin and Stat3 signaling

**DOI:** 10.1038/s41467-023-36562-5

**Published:** 2023-02-22

**Authors:** Fuchun Yang, Shiva Kalantari, Banzhan Ruan, Shaogang Sun, Zhaoqun Bian, Jun-Lin Guan

**Keywords:** Macroautophagy, Cancer models

## Abstract

Lymphatic malformation (LM) is a vascular anomaly originating from lymphatic endothelial cells (ECs). While it mostly remains a benign disease, a fraction of LM patients progresses to malignant lymphangiosarcoma (LAS). However, very little is known about underlying mechanisms regulating LM malignant transformation to LAS. Here, we investigate the role of autophagy in LAS development by generating EC-specific conditional knockout of an essential autophagy gene Rb1cc1/FIP200 in *Tsc1*^iΔEC^ mouse model for human LAS. We find that *Fip200* deletion blocked LM progression to LAS without affecting LM development. We further show that inhibiting autophagy by genetical ablation of FIP200, Atg5 or Atg7, significantly inhibited LAS tumor cell proliferation in vitro and tumorigenicity in vivo. Transcriptional profiling of autophagy-deficient tumor cells and additional mechanistic analysis determine that autophagy plays a role in regulating Osteopontin expression and its down-stream Jak/Stat3 signaling in tumor cell proliferation and tumorigenicity. Lastly, we show that specifically disrupting FIP200 canonical autophagy function by knocking-in FIP200*−4A* mutant allele in *Tsc1*^iΔEC^ mice blocked LM progression to LAS. These results demonstrate a role for autophagy in LAS development, suggesting new strategies for preventing and treating LAS.

## Abstract (web summary)

Lymphatic malformation (LM) is a rare, non-malignant vascular abnormality that can progress to lymphangiosarcoma (LAS). The authors use genetic mouse models to show that autophagy inhibition blocks the progression of LM to LAS by decreasing osteopontin expression and Jak/Stat signalling.

## Introduction

Endothelial cells (ECs) are key components of both blood and lymphatic vessels, which are normally quiescent and tightly controlled by several signaling pathways, such as VEGF, Notch, and Eph signaling^1–6^. However, dysfunction of these pathways could result in abnormal proliferation of ECs, leading to a wide range of vascular anomalies, including vascular malformation and tumors^7–9^. Lymphatic malformation (LM) and lymphangiosarcoma (LAS) are vascular anomalies originating from lymphatic ECs. While LM mostly remains a benign disease, a fraction of LM patients can progress to LAS^10^, a highly aggressive tumor currently without effective treatment with a reported 5-year survival rate of approximately 10%^11,12^. Although LM has been recognized as a risk factor for the deadly LAS, the underlying mechanisms regulating the progression of LM to LAS is not well understood. Mechanistic target of rapamycin (mTOR) complex 1 (mTORC1) is a master regulator of cellular homeostasis^13,14^, and dysfunction of mTORC1 signaling has been implicated in LM and LAS^15,16^. By generating an inducible EC-specific deletion of *Tsc1*, we recently developed a mouse model (*Tsc1*^iΔEC^ mice) that exhibits LM and progression to LAS with characteristic features of human LAS^17^. This unique mouse model offers us opportunities to investigate the mechanisms of LM progression to LAS and develop effective prevention and treatments for LAS.

Autophagy is a conserved cellular process to sequester and deliver cytoplasmic materials to lysosomes for degradation and recycling^18,19^. Autophagy dysfunction is implicated in a variety of diseases including cancer^19–25^, although nothing is known about the potential role and mechanisms of autophagy in the development of LM and progression to LAS. FIP200 (FAK-family Interacting Protein of 200 kDa) is a component of the ULK1/FIP200/Atg13/Atg101 complex, which is essential for the induction of autophagy^26^. By generating floxed FIP200 mice and taking a genetic approach using various mouse models, our research over the last decade have delineated multiple roles of autophagy in breast cancer and other biological and disease processes in vivo^27–35^. We showed that deletion of FIP200 decreased breast cancer development and metastasis using the MMTV-PyMT mouse model, providing the evidence for a pro-tumorigenesis role of autophagy in animals with an intact immune system^29^. Interestingly, however, FIP200 ablation in *BRCA1*-null mouse models of breast cancer did not inhibit tumor growth by itself, but only reduced tumor growth in vivo in combination with drugs that disrupt mitochondria by inhibiting mitochondrial biogenesis and sensitizing tumor cells to mitochondrial disrupting agent-induced cell death^36^. More recently, we showed that blocking autophagy by either FIP200 deletion or specifically block its canonical autophagy functions essentially alleviated the development of mammary tumors in the MMTV-Neu mouse model of breast cancer by perturbing the trafficking of oncogenic driver HER2 itself and promoting its release from tumor cells^37^. Moreover, although these and other studies by deleting different autophagy genes provided strong support for a pro-tumorigenic role of autophagy, some previous studies also showed a tumor suppressive role of autophagy in breast and other cancers^23–25^. Given that LM and its progression to LAS in *Tsc1*^iΔEC^ mice are driven by mTORC1 hyper-activation^17^, inhibition of autophagy downstream of activated mTORC1 could conceivably contribute to the development of LM and/or progression to LAS. On the other hand, recent studies revealed reverse positive regulation of mTORC1 by autophagy in neural stem cells and some other tumors^35,38,39^, suggesting a potentially positive role for autophagy in LM development and progression to LAS by sustaining mTORC1 activation or through other mechanisms.

In this study, we demonstrated that autophagy blockade by deleting FIP200 or specifically disrupting its autophagy function, while not affecting LM development, abolished LM progression to LAS in vivo. Mechanistic studies using a new vascular tumor cell line derived from *Tsc1*^iΔEC^ mice showed that blocking autophagy by depletion of FIP200, as well as knockout of two other autophagy genes Atg5 or Atg7, significantly inhibited vascular tumor cell proliferation in vitro and tumorigenicity in mice transplant assays. We further showed that autophagy blockade reduced expression of multiple genes in several signaling pathways, including Spp*1* encoding Osteopontin (OPN), a multifunctional protein that regulates tumor cell proliferation, survival, and migration, and is implicated in promoting invasive and metastatic progression of many cancers^40–43^. Ectopic expression of OPN rescued decreased Jak/Stat3 signaling and reversed defective proliferation and tumorigenicity of FIP200-null vascular tumor cells, suggesting that autophagy-dependent OPN expression and its autocrine stimulation of Jak/Stat3 signaling contributes to the regulation of vascular tumor cells. Collectively, our studies reveal the role and mechanisms of autophagy in promoting LM progression to LAS, which will guide future design of effective prevention and novel therapies for this deadly disease.

## Results

### EC-specific FIP200 deletion prevents the progression of lymphatic malformation to LAS induced by mTORC1 hyperactivation

To study the role of autophagy in the development of LM and progression to LAS driven by *Tsc1* deletion and consequent mTORC1 hyper-activation in ECs, we crossed *Fip200*^*f/f*^ mice^27^ with *Tsc1*^f/f^;Scl-Cre mice^17^ to generate *Tsc1*^*f/f*^*;Fip200*^*f/f*^*;*Scl-Cre mice for deletion of an essential autophagy gene *Fip200* in the previously described *Tsc1*^iΔEC^ mouse model of human LAS^17^. Cohorts of *Tsc1*^*f/f*^*;Fip200*^*f/f*^*;*Scl-Cre and control littermates *Tsc1*^*f/f*^*;Fip200*^*+/+*^*;*Scl-Cre mice were treated with tamoxifen (TAM) at 8–10 weeks of age every other day for 3 times (2 mg each time) to induce activation of Cre recombinase to delete floxed *Tsc1* and *Fip200* genes in ECs (designated as 2cKO and *Tsc1*^iΔEC^ mice, respectively). Analysis of lysates from the lung ECs of 2cKO and *Tsc1*^iΔEC^ mice at 2 weeks following TAM treatment showed reduced levels of FIP200 in 2cKO mice, supporting at least partial deletion of the floxed Fip200 allele in ECs of these mice (Fig. 1a). Moreover, elevated levels of p62 were found in ECs from 2cKO mice compared to *Tsc1*^iΔEC^ mice, as found in other cells after FIP200 deletion in previous studies^29,44^. Interestingly, we did not detect any increase in the phosphorylation of ULK1 at S757 by mTORC1 in ECs from either *Tsc1*^*iΔEC*^ or 2cKO mice. No appreciable differences in LC3B levels were observed among ECs from these mice either. However, analysis of ECs from each cohort showed that the autophagy flux under starvation conditions in *Tsc1*^*iΔEC*^ lung ECs was diminished upon ablation of FIP200 in lung ECs from 2cKO mice (Supplementary Fig. 1). These results suggest that autophagy is maintained despite Tsc1 deletion and mTORC1 activation in ECs, as we found in some other cells recently^35^, and that ablation of FIP200 impairs autophagy flux in Tsc1 deleted ECs.

**Fig. 1:**
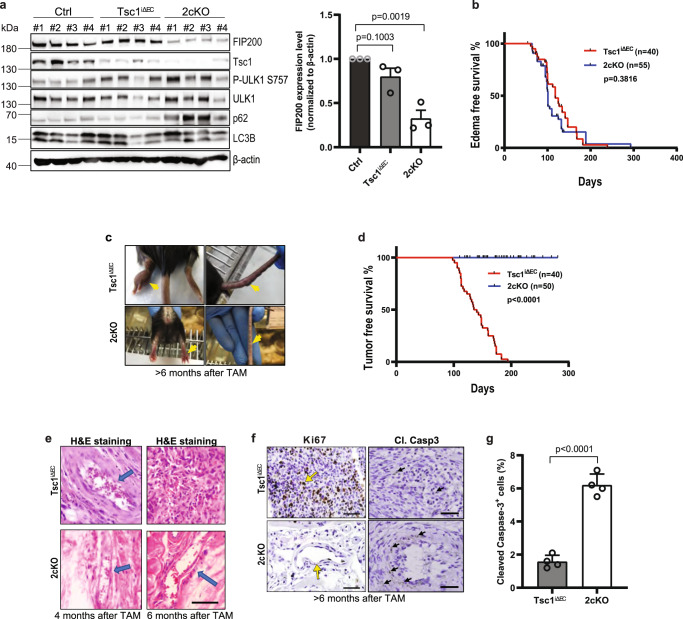
*Fip200* ablation blocks LM progression to LAS. **a** Lysates from lung ECs of wild type (Ctrl), *Tsc1*^iΔEC^ mice and 2cKO mice (4 each) were analyzed by western blots for Tsc1, Fip200, p62, P-ULK1 S757, ULK1, LC3B and β-actin. Relative levels of Fip200/β-actin ratios (normalized to Ctrl cells) are shown as mean ± SD on the right. *n* = 3 independent experiments. **b** Kaplan-Meier analysis of edema development for *Tsc1*^iΔEC^ (*n* = 40) and 2cKO (*n* = 55) mice. Log-rank (Mantel–Cox) test, *p* = 0.3816. **c** Representative images of tail and paw of *Tsc1*^iΔEC^ mice with tumours and 2cKO mice with edema. Arrows mark tumors (*Tsc1*^iΔEC^) and lesions (2cKO). **d** Kaplan-Meier analysis of LAS for *Tsc1*^iΔEC^ (*n* = 40) and 2cKO (*n* = 50) mice. Log-rank (Mantel–Cox) test, *p* < 0.0001. **e** Representative H&E staining of vascular lesions in the paws of *Tsc1*^iΔEC^ and 2cKO mice at 4 and 6 months after TAM. Scale bar, 100 µm. Arrows mark lesions typical of LM. **f** Representative images of IHC for Ki67 and cleaved caspase 3 of vascular lesions in *Tsc1*^iΔEC^ and 2cKO mice at 6 months after TAM. Scale bar, 100 µm. Arrow marks positive staining. **g** Quantification of percentage of cleaved caspase 3+ cells per field of view from *Tsc1*^iΔEC^ and 2cKO mice at 6 months after TAM. *n* = 4 biological independent samples. Unpaired two-tailed t test was used in (**a**) (right panel) and (**g**). Log-rank (Mantel-Cox) test was used in (**b**) and (**d**). Source data are provided as a Source Data file.

Similar to *Tsc1*^iΔEC^ mice as observed previously^17^, 2cKO mice developed LM as characterized by swelling in paws and tails at comparable frequency (Fig. 1b, c). However, in contrast to *Tsc1*^iΔEC^ mice showing malignant LAS at 6–8 months after TAM^17^, none of the 2cKO mice developed LAS even by 10 months after TAM (Fig. 1c, d). Histological examination of the edema lesions showed expanded vessels in both *Tsc1*^iΔEC^ and 2cKO mice at 4 months after TAM (Fig. 1e), suggesting that FIP200 was not required for the LM phenotype in *Tsc1*^iΔEC^ mice. At later time points (>6 months), we found solid tumor masses with dense cellularity typical of LAS with high proliferative index in *Tsc1*^iΔEC^ mice, as previously observed^17^, whereas the extended vessels with some differentiation typical of LM having low proliferative index were found in 2cKO mice (Fig. 1e, f left). We also detected increased apoptosis in 2cKO mice compared to *Tsc1*^iΔEC^ mice (Fig. 1f right and 1g). Together, these results suggest the interesting possibility that *Fip200* ablation, while not affecting LM development, blocked LM progression to LAS in vivo.

### Blocking autophagy by inactivation of FIP200 or other autophagy genes decreases tumorigenicity of vascular tumor cells

To directly investigate the role and mechanisms of FIP200 and autophagy in the progression of LM to LAS, we employed shRNA mediated silencing of Fip200 in a spontaneously immortalized tumor cell line (designated as 562 cells) from tumors in *Tsc1*^*iΔEC*^ mice. Of two different shRNA tested, shFip200-1 showed more efficient knockdown of FIP200 (Fig. 2a), and cells treated by it were pooled (designated as Fip200-KD cells) for further studies. Consistent with the results in vivo, Fip200-KD cells showed decreased cell proliferation (Fig. 2b), colony formation (Fig. 2c, d), and cell migration in wound healing assay (Fig. 2e, f). We then used xenotransplantation of nude mice to evaluate the effect of Fip200 inactivation on tumorigenicity of 562 cells in vivo. While parental 562 cells readily formed tumors when they were injected subcutaneously into nude mice, as previously observed^17^, recipient mice injected with Fip200-KD cells did not develop any tumors or only generated very small tumors (Fig. 2g, h), suggesting that *Fip200* inactivation significantly compromised their tumorigenicity. Histological analysis of xenograft tumor sections showed markedly reduced tumor cell mass formed by Fip200-KD cells relative to control 562 cells (Fig. 2i). The reduced vascular tumor mass was verified by staining for CD31 in tumors formed by Fip200-KD cells, which also showed decreased proliferation and increased apoptosis as measured by Ki67 and cleaved caspase 3 stainings, respectively (Fig. 2j–l). Interestingly, however, similar levels of phospho-S6RP were found in tumors formed by Fip200-KD and control 562 cells (Fig. 2j-third column). Western blotting analysis also showed comparable levels of S6K phosphorylation between Fip200-KD and control 562 cells (Fig. 2m). These results suggest that the decreased tumorigenicity after FIP200 knockdown was not due to decreased mTORC1 signaling and its consequent downstream events previously described^17^.

**Fig. 2:**
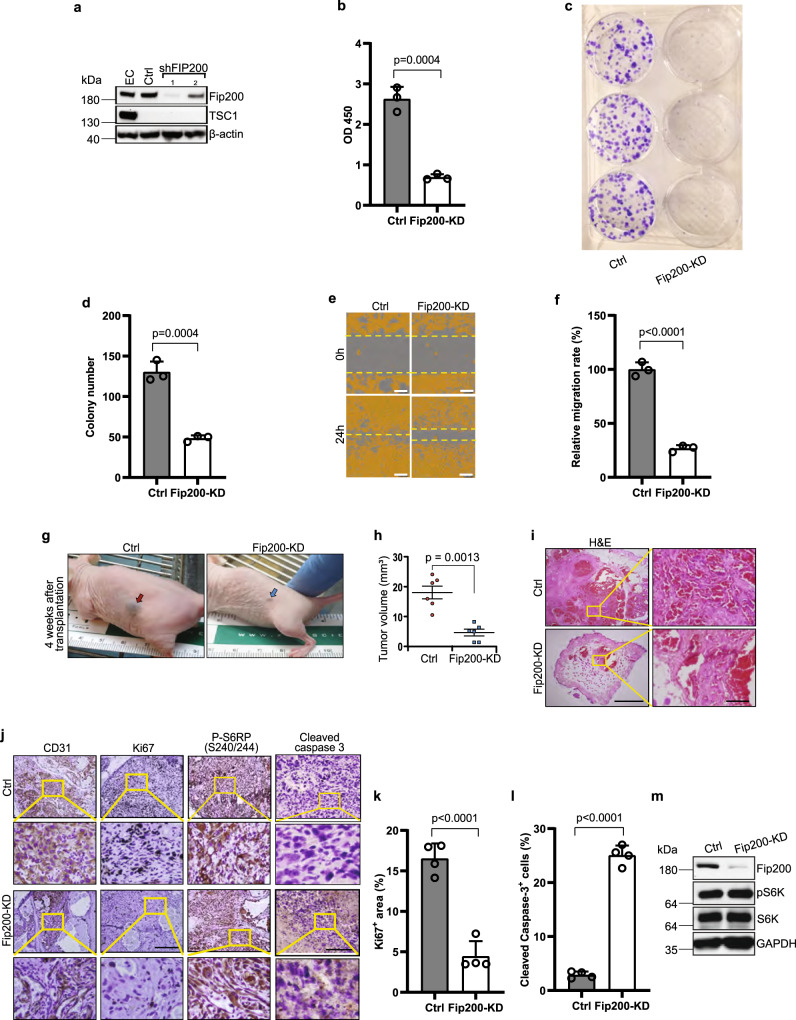
Fip200 knockdown decreases vascular tumour cell proliferation, migration and tumorigenicity. **a** Lysates from mouse EC or 562 tumour cells treated with control or two separate Fip200 shRNA were examined by western blots with various antibodies as indicated. **b**–**f** 562 tumour cells and Fip200-KD cells were measured for cell proliferation (**b**), ncolony formation (**c**, **d**) and migration by wound healing assay (**e**, **f**). Data are presented as mean ± SD; *n* = 3 biologically independent cells. Scale bar in (**e**), 300 μm. **g**–**l** 562 tumour cells and Fip200-KD cells (10^6^ cells) were subcutaneously injected in recipient nude mice. Representative images of tumour formation at injection site at 4 weeks after injection are shown in (**g**), arrows mark tumour formation at the injection sites of Ctrl (red arrow) and Fip200-KD (blue arrow) mice, and Mean ± SEM of tumour volume are shown in (**h**). *n* = 6 biologically independent samples. Representative images of histological analysis by H & E staining, and IHC for CD31, Ki67, pS6RP and cleaved caspase 3 of tumour sections are shown in (**i**) and (**j**), respectively. The boxed area with yellow line is magnified. Scale bar, 500 μm (**i** left panel) and 50 μm (**i** right panel), 200 μm for CD31, Ki 67 and P-S6RP (S240/244) (**j**) and 50 μm for cleaved caspase 3 (**j**). Quantification of Ki67 positive cells per field of view (**k**) and percentage of cleaved caspase 3+ cells (**l**) in control and Fip200 KD transplanted tumours are shown as mean ± SD. *n* = 4 biologically independent samples. **m** Lysates from 562tumour cells and Fip200-KD cells were examined by immunoblots with various antibodies as indicated. Unpaired two-tailed *t* test was used in (**b**, **d**, **f**, **h**, **k**, and **l**). Source data are provided as a Source Data file.

To complement the studies above, we next used CRISPR-Cas9 to delete *Fip200* and other autophagy genes in 562 cells and examined effects on their proliferation and tumorigenicity. Both Fip200 KO-1 and Fip200 KO-2 cells (collectively called Fip200 KO cells) showed reduced proliferation and colony formation compared to control 562 cells in vitro (Fig. 3a–d). Moreover, *Fip200* KO completely abolished the ability of 562 cells to form tumors when injected into nude mice (Fig. 3e), likely due to the complete deletion of FIP200 in these cells versus a reduction in the amount of FIP200 in Fip200-KD cells. We also prepared 562 cells with knockout of two other essential autophagy genes, *Atg5* and *Atg7*, by CRISPR-Cas9 (Fig. 3f, g) for similar assays. We found that deletion of Atg5 or Atg7 also abolished tumorigenicity as measured by transplantation in nude mice (see Fig. 3e), as well as significantly reduced colony formation of 562 cells in vitro (Fig. 3h, i). To further extend these results, we employed CRISPR-Cas9 to knockout Fip200 in another spontaneously immortalized tumor cell line (designated as 5864 cells) from tumors in *Tsc1*^*iΔEC*^ mice (Supplementary Fig. 2a). Similar to 562 cells, ablation of FIP200 decreased cell proliferation (Supplementary Fig. 2b), colony formation (Supplementary Fig. 2c), and cell migration in wound healing assay (Supplementary Fig. 2d) in 5864 cells. Deletion of FIP200 in 5864 cells also abolished tumorigenicity as measured by transplantation in nude mice (Supplementary Fig. 2e). These results provide further support that autophagy is required for tumorigenicity of vascular tumor cells.

**Fig. 3:**
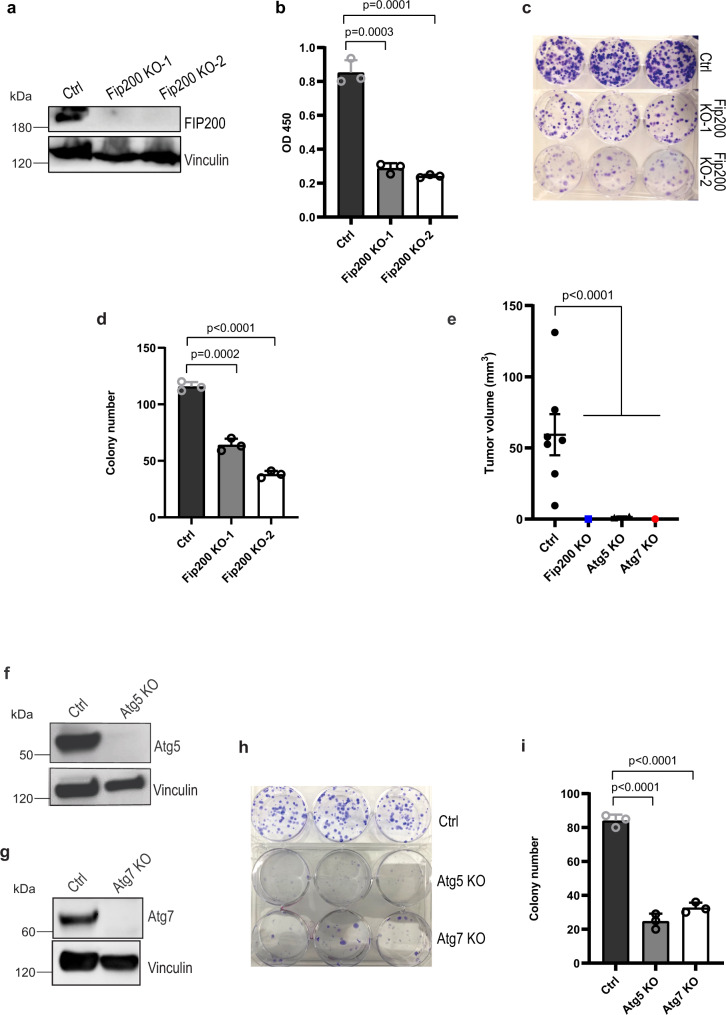
Autophagy gene knockout decreases vascular tumour cell colony formation and tumorigenicity. **a** Lysates from 562 tumour cells (Ctrl) and two clones of these cells with CRISPR-Cas9 mediated *Fip200* knockout (KO) were examined by western blots for FIP200 and Vinculin. **b** Ctrl and Fip200 KO tumour cells were measured for cell proliferation by CCK-8 assay shown as mean ± SD. *n* = 4 biologically independent cells. **c**, **d** Representative images of colony formation assay of Ctrl and Fip200 KO tumour cells are shown in **c**, and mean ± SD of the colony number are shown in **d**. *n* = 3 biologically independent cells. **e** Ctrl, Fip200 KO, Atg5 KO and Atg7 KO tumour cells (1 × 10^6^ cells) were subcutaneously injected in recipient nude mice. Mean ± SEM of tumour volume at 3 months after injection are shown. *n* = 4 mice for each group. **f**, **g** Lysates from Ctrl, Atg5 KO (**f**) and Atg7 KO (**g**) tumour cells were examined by western blots using various antibodies. **h**, **i** Representative images of colony formation assay of Ctrl, Atg5 KO and Atg7 KO tumour cells are shown in **h**, and mean ± SD of the colony numbers are shown in (**i**). *n* = 3 biologically independent cells. Unpaired two-tailed *t* test was used in (**b**, **d**, and **i**), one-way ANOVA with Dunnett’s multiple comparisons test in (**e**). Source data are provided as a Source Data file.

### Autophagy blockade decreases osteopontin expression in vascular tumor cells

To explore the mechanisms of autophagy in the regulation of vascular tumor cells, we examined changes in gene expression by transcriptional profiling of *Fip200* KO*, Atg5* KO, and *Atg7* KO cells. Three independent replicates of mRNA samples were prepared from each KO cells and subjected to transcriptomic analysis (RNA-sequencing) in comparison to three samples from control 562 cells. 

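562 cells are a spontaneously immortalized line from the vascular tumors of mice that lack Tsc1 in endothelial cells. RNA from 3 control samples and from 3 samples each of Fip200 KO, Atg5 KO and Atg7 KO cells was made into directional libraries, and the authors aligned the adapter-trimmed reads to the genome and counted them on each known transcript. They deposited 1 table per KO against control, and the same 3 control libraries stand in all 3 tables. Each table gives 14851 genes with an RPKM value per library, that is reads scaled by gene length in kilobases and by the total reads of the library. It also gives the group means of the reads divided by size factors, their ratio, its log2, and a p-value with its adjusted value, all made by the authors. The whole reads behind the RPKM values were recovered from the ratios between libraries. Between 17269403 and 23635368 reads per library were counted, with a median of 19759776 in control, 20132328 in Fip200 KO, 20600210 in Atg5 KO and 18240455 in Atg7 KO cells. Each KO was compared with control by limma's moderated test on log2 of RPKM plus 0.5, using the 6 libraries of the comparison and the genes with an RPKM of at least 0.5 in at least 3 of them. A gene was called where its adjusted p was at most 0.1 (Benjamini-Hochberg) and its log2 fold change at least 1 in size, the thresholds of the paper's methods.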

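The RNA of the genes that the sgRNAs target was read in every sample. Rb1cc1, which encodes FIP200 (gene ID 12421), had an RPKM of 6.43, 8.28 and 7.73 in the control samples and of 5.18, 6.84 and 2.06 in the Fip200 KO samples. The groups overlapped, and the log2 fold change was −0.74 (standard error 0.401, adjusted p = 0.404 from limma). Atg5 (gene ID 11793) had an RPKM of 14.2, 11.1 and 10.6 in control and of 8.53, 15.6 and 12.6 in Atg5 KO samples, a log2 fold change of 0.003 (standard error 0.232, adjusted p = 0.994 from limma). Its sign changed with the scaling of the libraries, to −0.051 with median-of-ratios scaling. Atg7 (gene ID 74244) had an RPKM of 18.4, 25.0 and 19.8 in control and of 5.40, 2.64 and 8.34 in Atg7 KO samples, a log2 fold change of −1.97 (standard error 0.366, adjusted p = 0.0216 from limma). Atg7 RNA was also lower in Atg5 KO cells, short of the fold change threshold (log2 fold change −0.95, adjusted p = 0.0083 from limma). The RNA level does not show whether the protein was lost, since a small deletion or insertion in a coding exon can leave the RNA in place. The labels of the Fip200 KO and Atg5 KO samples were therefore not checked by these values.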

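In Fip200 KO cells, 234 of 11803 tested genes were called against control, 193 lower and 41 higher. In Atg5 KO cells, 1331 of 11833 genes were called, 821 lower and 510 higher, and in Atg7 KO cells, 1191 of 11784 genes, 803 lower and 388 higher. The smallest adjusted p from limma was 0.004 in Fip200 KO and 0.002 in both Atg5 KO and Atg7 KO cells. Genes whose 3 KO libraries did not overlap with the 3 control libraries numbered 2845 (24.1%) in Fip200 KO, 5968 (50.4%) in Atg5 KO and 4672 (39.6%) in Atg7 KO cells, where chance gives 10%. The Fip200 KO count depended on single libraries. It fell to 0 without control replicate 2, with 1103 genes at an unadjusted p under 0.05, to 0 without control replicate 3, with 913 such genes, and to 41 without Fip200 KO replicate 2. It rose to 598 without Fip200 KO replicate 3. With the prefix of the library name as a term, 38 genes were called in Atg7 KO cells.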

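Only called genes without overlap between the libraries and with a mean log2 CPM of at least 1 were ranked here. CPM is reads scaled to the library total. Among these genes, the lowest log2 fold changes in Fip200 KO cells were those of Cck (−6.64, standard error 1.32, adjusted p = 0.0867 from limma), Serpine2 (−4.93, adjusted p = 0.0823) and Cdkn1c (−4.82, adjusted p = 0.0363). The highest were those of Sncaip (4.00), Sgce (3.44) and Fhl1 (3.35), with adjusted p between 0.0675 and 0.0931. In Atg5 KO cells, Gpc1 (−6.10), Cck (−5.95) and Cdkn1c (−5.37) were the lowest, with a largest adjusted p of 0.0248, and Mest (5.69), Chrdl1 (4.63) and Xist (4.63) the highest, with a largest adjusted p of 0.0231. In Atg7 KO cells, Cck (−8.04, adjusted p = 0.00691) and Slpi (−5.98, adjusted p = 0.0510) were among the lowest. Gpc1 was at or under the floor of 3 reads in every Atg7 KO library, at least 2420-fold lower than in control, and at least 706-fold without control replicate 2. This bound does not set Atg7 KO apart from Atg5 KO cells, since Gpc1 had 2, 4 and 0 reads in the Atg5 KO and 0, 0 and 1 in the Atg7 KO libraries, and the value of −6.10 is limited by the 0.5 added before the log2. Gpc1 was at the floor in Fip200 KO cells as well, with 0, 0 and 3 reads, but was not called there. It was at least 2686-fold lower there than in control, and at least 783-fold without control replicate 2. Its RPKM in the control replicates was 2.32, 266 and 62.0. Mgp (5.85, adjusted p = 0.0101), Thy1 (4.32, adjusted p = 0.0207) and Sncaip (4.02, adjusted p = 0.0282) were the highest in Atg7 KO cells. The change of Mgp turned to −1.97 with the library-name prefix as a term (adjusted p = 0.608, where its alternatives ranged from 0.000156 to 0.608). Mgp was at 69.7 to 73.4 RPKM in the Atg7 KO libraries and at 82.7 in Atg5 KO replicate 3, which shares their prefix. In libraries of the other prefixes it was at most 4.59, so its change followed the prefix. The adjusted p of Thy1 ranged from 0.0148 to 0.768 over its alternatives. Xist RNA was at most 0.538 RPKM in control replicates 2 and 3 and in Atg7 KO replicate 2.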

We found that totals of 799, 1804, and 1652 genes were differentially expressed in *Fip200, Atg5*, and *Atg7* KO cells, respectively, compared to control 562 cells, with more down-regulated genes than up-regulated genes (Fig. 4a). 

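Reactome pathway sets were tested in place of KEGG pathways, of which no copy was used here. limma's camera test with a preset correlation of 0.01 between genes compared each set with all other tested genes, over 641 sets of 15 to 500 tested genes. At an adjusted p of at most 0.05, 50 sets differed in Fip200 KO cells (19 lower, 31 higher), 136 in Atg5 KO cells (23 lower, 113 higher) and 127 in Atg7 KO cells (19 lower, 108 higher). In all 3 KO cells, 35 sets passed, 4 lower and 31 higher. The genes of the set for degradation of the extracellular matrix had a median log2 fold change of −0.76 in Fip200 KO (adjusted p = 0.000982), −0.54 in Atg5 KO (adjusted p = 4.39e-05) and −0.73 in Atg7 KO cells (adjusted p = 0.000284). Collagen degradation had medians of −0.81 (adjusted p = 0.00154), −0.66 (adjusted p = 0.000401) and −0.88 (adjusted p = 0.000355) in the same order. Cholesterol biosynthesis had a median of −0.68 in Atg5 KO (adjusted p = 3.58e-05) and −1.27 in Atg7 KO cells (adjusted p = 1.03e-06). The sets with the smallest p among those higher were mitochondrial translation in Fip200 KO (median 0.25, adjusted p = 0.00962), processing of capped intron-containing pre-mRNA in Atg5 KO (median 0.44, adjusted p = 4.73e-08) and translation elongation in Atg7 KO cells (median 0.44, adjusted p = 6.59e-10). These calls depended on the set test. The test named fry takes the correlation between genes from the libraries and does not compare a set with other genes. Under fry, 3, 326 and 19 sets passed in Fip200 KO, Atg5 KO and Atg7 KO cells. With a correlation estimated for each set in camera, 0 sets passed in each, with 9, 46 and 13 sets at an unadjusted p under 0.05. None of the 35 shared sets passed under fry or the estimated correlation in all 3 KO cells.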

KEGG pathway analysis of the differentially expressed genes identified significant changes in multiple pathways for each KO cells. Among these, PI3K-Akt signaling, ECM-receptor interaction and TNF signaling pathways were significantly changed in all three KO cells (Fig. 4b), indicating that these changes likely resulted from autophagy blockade (rather than the loss of possible autophagy-independent functions of specific genes). Furthermore, a set of 20, 9, and 10 genes were overlapped in PI3K-Akt signaling, ECM-receptor interaction, and TNF signaling, respectively, in all 3 KO cells (Fig. 4c and Supplementary Table 1). Among these genes, Spp*1* gene encoding osteopontin (OPN) was represented in both PI3K/Akt signaling and ECM-receptor interaction pathways, suggesting its potentially prominent roles in mediating phenotypic effects of autophagy blockade in vascular tumor cells. 

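Reactome holds sets whose names come close to those pathways, though their genes differ from the KEGG lists. The genes of the PI3K cascade had a median log2 fold change of 0.006 in Fip200 KO, 0.02 in Atg5 KO and −0.11 in Atg7 KO cells, and the smallest of the 3 adjusted p from camera was 0.655. PI3K/AKT activation had medians of −0.05, −0.18 and −0.09, with a smallest adjusted p of 0.221. The genes of integrin cell surface interactions had medians of −0.27, −0.30 and −0.37 in the same order. That set passed the threshold in Atg5 KO cells (adjusted p = 0.0495, and 0.0245 under fry) and not in Fip200 KO (adjusted p = 0.239) or Atg7 KO cells (adjusted p = 0.190). Non-integrin membrane-ECM interactions had medians of −0.33, −0.35 and −0.36, and also passed in Atg5 KO cells alone (adjusted p = 0.0472, and 0.0107 under fry). ECM proteoglycans had medians of −0.50, −0.35 and −0.37, and adjusted p of 0.228, 0.0576 and 0.301. Under fry that set passed in Atg5 KO cells (adjusted p = 0.0195). TNF signaling was not among the sets tested.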

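Differences between the KO cells were tested directly, in 1 fit to all 12 libraries with 12233 genes. No gene was called between Atg5 KO and Fip200 KO cells, with 927 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.356. The comparison of Atg7 KO with Fip200 KO cells also called 0 genes, with 916 at that unadjusted p and a smallest adjusted p of 0.203. For Atg7 KO against Atg5 KO cells the count was again 0, with 562 genes at that unadjusted p and a smallest adjusted p of 0.253. Without Fip200 KO replicate 3, 300 genes were called between Atg5 KO and Fip200 KO cells and 402 between Atg7 KO and Fip200 KO cells. From the change of the same pathways in all 3 KO cells, the paper proposes that the changes came from the block of autophagy and not from separate functions of each gene.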

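Over all tested genes, 139 were called lower and 25 higher in all 3 KO cells. Atg5 KO and Atg7 KO cells shared 531 genes called lower and 227 called higher, with 1 called in opposite directions. Fip200 KO cells shared 155 lower and 31 higher genes with Atg5 KO cells, and 155 lower and 29 higher genes with Atg7 KO cells. Because all 3 comparisons use the same control libraries, their fold changes are correlated even where no group differs. The correlation across genes between the log2 fold changes of 2 KO was 0.82 for Fip200 KO and Atg5 KO, 0.83 for Fip200 KO and Atg7 KO and 0.88 for Atg5 KO and Atg7 KO, and genes are not independent replicates in it. It was set against 100 draws of groups that do not differ, made from the deviations of whole libraries from their group means in random order and with random signs. The medians of the draws were 0.48, 0.49 and 0.48, and 8, 3 and 3 draws were as high as the data. Of the 500 genes with the lowest log2 fold changes in each KO, 271 were common to all 3, against at most 260 in the draws. Of the 500 highest, 182 were common, and 11 draws had as many. Of the genes called in all 3 KO cells, Mme had log2 fold changes between −4.67 and −4.51, Slc6a12 between −4.63 and −4.37, Tspan17 between −4.72 and −3.81, and Vip between −3.17 and −3.12. Npy had −4.54 in Atg5 KO cells, and was at or under the floor in the other KO libraries, at least 70.2-fold lower in Fip200 KO and at least 63.3-fold lower in Atg7 KO cells. With 2, 9 and 0 reads in the Atg5 KO libraries, its value there is limited by the 0.5 added before the log2. The same limit holds for Mme, Slc6a12 and Vip, which were under 0.5 RPKM in every KO library, and for Tspan17 in Fip200 KO cells. Under other settings the values in Fip200 KO cells reached −7.175 for Mme, −6.361 for Slc6a12, −8.354 for Tspan17 and −4.503 for Vip. The largest adjusted p from limma of these 5 genes was 0.00854. Among the higher genes, the ranges were 2.03 to 2.75 for Tgm2, 1.71 to 2.07 for Ulbp1, 2.14 to 2.54 for Gulp1, 1.22 to 1.99 for Sema3e and 2.25 to 3.65 for Pde1a, with a largest adjusted p of 0.0438. These calls depended on the model. With the library-name prefix as a term, 15 genes were called lower and 0 higher in all 3 KO cells, with 54 higher at an unadjusted p under 0.05.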

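Supplementary Table 1 names 30 different genes for the 3 pathways. Of these, 21 passed the filter on RPKM in all 3 comparisons, and all 21 had a log2 fold change below 0 in all 3 KO cells. The number called lower was 5 in Fip200 KO, 18 in Atg5 KO and 18 in Atg7 KO cells, with 17 in both Atg5 KO and Atg7 KO. Fas, Il15, Itgb4 and Cx3cl1 were called in all 3. Adjusted over the list alone, 18 genes were, but the list was chosen on these same libraries and is not independent evidence. The counts depended on the setting. With the library-name prefix as a term, 0, 16 and 1 genes were called lower in Fip200 KO, Atg5 KO and Atg7 KO cells. Without control replicate 3 these counts were 0, 11 and 3, and with all 12 libraries in one fit 16, 18 and 19. Adjusted over the list alone, 5, 8 and 19 genes were called in all 3 KO cells under these settings. Il15 (gene ID 16168) had log2 fold changes of −2.90 in Fip200 KO (adjusted p = 0.00854 from limma), −3.10 in Atg5 KO (adjusted p = 0.00192) and −2.04 in Atg7 KO cells (adjusted p = 0.0255). Fas had −1.33, −1.35 and −1.59, Itgb4 −1.58, −1.24 and −1.58, and Cx3cl1 −2.29, −2.07 and −1.89. Il15, Cx3cl1 and 4 more of the 30 genes (Jak3, Junb, Lpar2 and Pik3r2) lie on chromosome 8, where the median log2 fold change of genes with an RPKM of at least 2 in every library was below 0 in each KO, though not in the last of 3 consecutive parts of them. The genes differed in how far the control replicates stood apart. Control replicate 2 lay above all 9 KO libraries for 30 genes, replicate 3 for 29 and replicate 1 for 18. Replicate 2 was the highest control library for 17 genes, and the median share of the summed control RPKM that it held was 57.6%. Among the genes not tested in all 3 comparisons, Gng8 was at or under the floor in every KO library, at least 9.04-fold lower in Fip200 KO, 8.98-fold in Atg5 KO and 8.14-fold in Atg7 KO cells. These bounds rest on control replicate 2, and without it they were 1.22-fold, 1.21-fold and 1.10-fold. The control libraries had 0, 85 and 7 reads, so replicate 1 was at the floor itself.

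**Figure D1:**
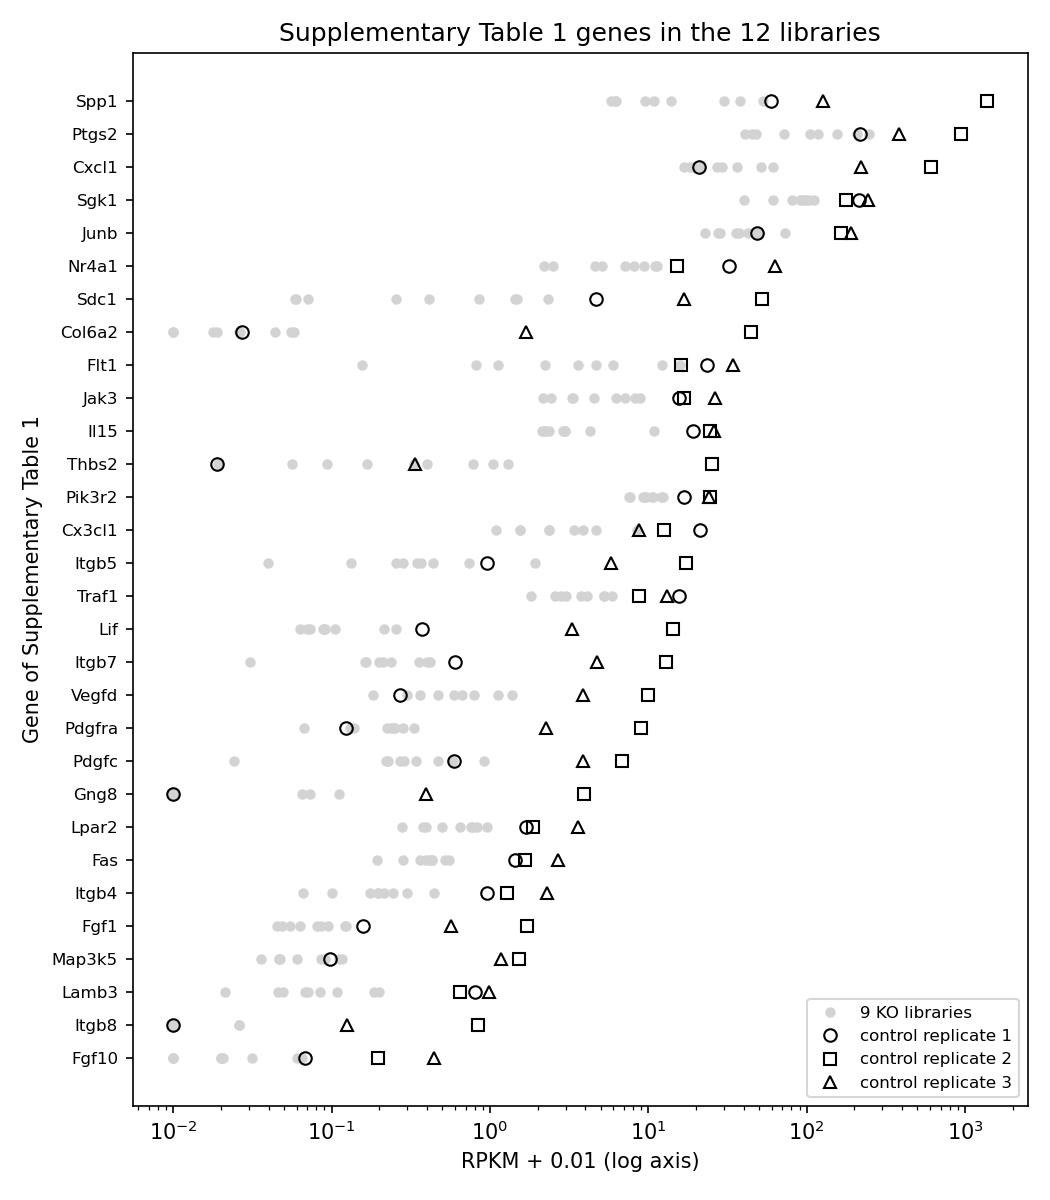
RPKM plus 0.01 (log axis) of the 30 genes of Supplementary Table 1 in each of the 12 libraries. Grey points are the 9 KO libraries, and the open circle, square and triangle are control replicates 1, 2 and 3. Control replicate 2 lies above every KO library for 30 genes and control replicate 1 for 18.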

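Spp1 (gene ID 20750) lies on chromosome 5. Its mean RPKM was 519 ± 738 (SD, n = 3) in control, 40.4 ± 11.9 (SD, n = 3) in Fip200 KO, 9.72 ± 4.06 (SD, n = 3) in Atg5 KO and 7.77 ± 2.69 (SD, n = 3) in Atg7 KO cells. The control samples had an RPKM of 59.5, 1370 and 127, so that replicate 2 held 88.0% of their sum. Every control library was above every KO library, in all 3 comparisons (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was −2.46 in Fip200 KO (standard error 1.04, adjusted p = 0.305 from limma), −4.50 in Atg5 KO (standard error 1.07, adjusted p = 0.0234) and −4.77 in Atg7 KO cells (standard error 1.04, adjusted p = 0.0296). The gene was thus called lower in Atg5 KO and Atg7 KO cells, while in Fip200 KO cells the difference did not pass the threshold against the spread between the control replicates. With each library left out in turn, the log2 fold change stayed between −3.40 and −1.14 in Fip200 KO, −5.44 and −3.18 in Atg5 KO, and −5.71 and −3.45 in Atg7 KO cells. Within these ranges the values nearest to 0 came without control replicate 2. The fit with the library-name prefix as a term compares the Fip200 KO libraries with control replicate 1 alone, the only control library of their prefix. That replicate had the lowest control value (59.5), and the log2 fold change in Fip200 KO cells was nearer still to 0 (−0.593). In the same fit the call in Atg7 KO cells was lost (−4.78, adjusted p = 0.297). The log2 ratio of the means of normalized reads, in which control replicate 2 weighs most, was −3.70, −5.79 and −6.06 in the same order. Without control replicate 2 it was −1.23, −3.32 and −3.59. Every Atg5 KO and every Atg7 KO library was below every Fip200 KO library (exact two-sided permutation test, p = 0.1 for each). In the direct comparison with Fip200 KO cells, the log2 fold change was −2.04 in Atg5 KO (standard error 0.869, adjusted p = 0.632 from limma) and −2.31 in Atg7 KO cells (standard error 0.869, adjusted p = 0.589), and Spp1 was not called. That fit of all 12 libraries includes the spread between the control replicates. With only the 2 groups in the fit, the standard errors were 0.352 and 0.316 and the unadjusted p 0.000694 and 0.000117, and the adjusted p of 0.533 and 0.443 again did not pass.

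**Figure D2:**
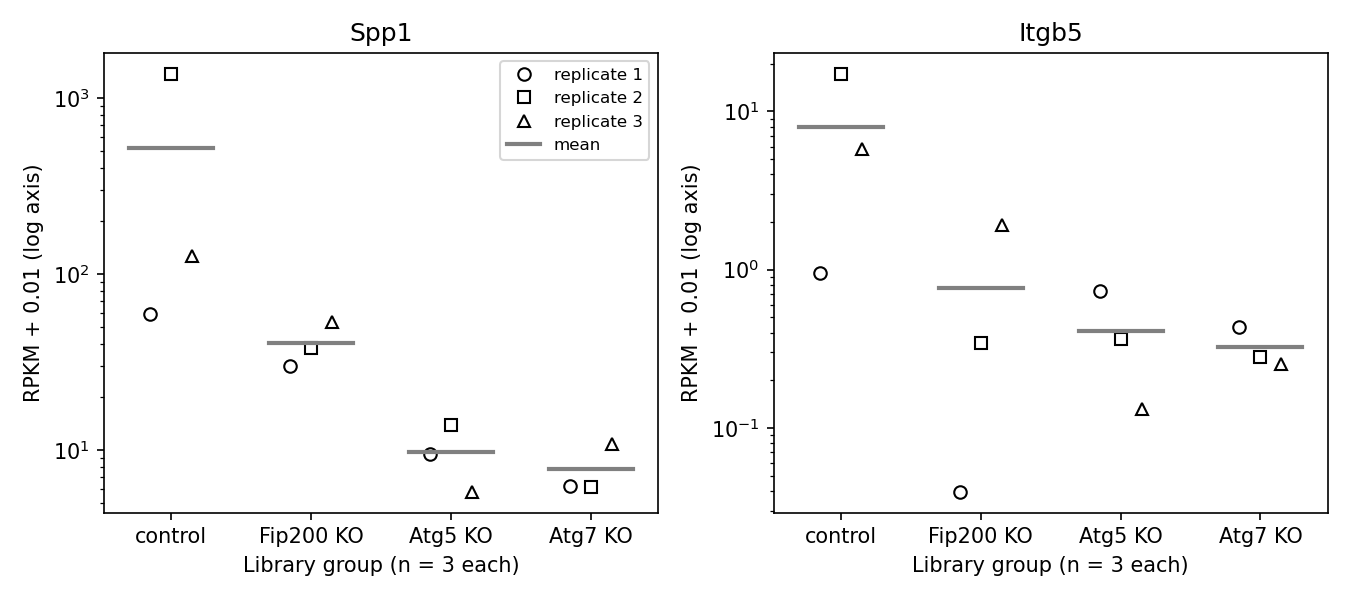
RPKM plus 0.01 (log axis) of Spp1 and Itgb5 in the 3 libraries each of control, Fip200 KO, Atg5 KO and Atg7 KO cells. Circles, squares and triangles are replicates 1, 2 and 3, and the grey line is the mean. For Spp1 the control libraries sit at 59.5, 1370 and 127, above every KO library.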

Direct analysis of mRNAs by RT-qPCR confirmed reduced expression of Spp*1*, as well as several other genes in *Fip200* KO cells relative to control 562 cells (Fig. 4d and Supplementary Fig. 3). Reduced expression levels of OPN protein were also found in *Fip200* KO cells by Western blotting analysis (Supplementary Fig. 4), and ectopic expression of FIP200 rescued Opn levels in these cells (see Fig. 4e). The reduced Opn expression was also found in tumor sections of the recipient mice transplanted with Fip200-KD cells (Fig. 4f, g). Further, *Atg5* KO and *Atg7* KO cells also showed decreased expression of Spp*1* (Fig. 4h and Supplementary Fig. 5) and Opn levels (Fig. 4i) compared to Ctrl cells. Together, these results demonstrate that autophagy blockade decreased OPN expression, which could contribute to the reduced tumorigenicity of vascular tumor cells.

**Fig. 4:**
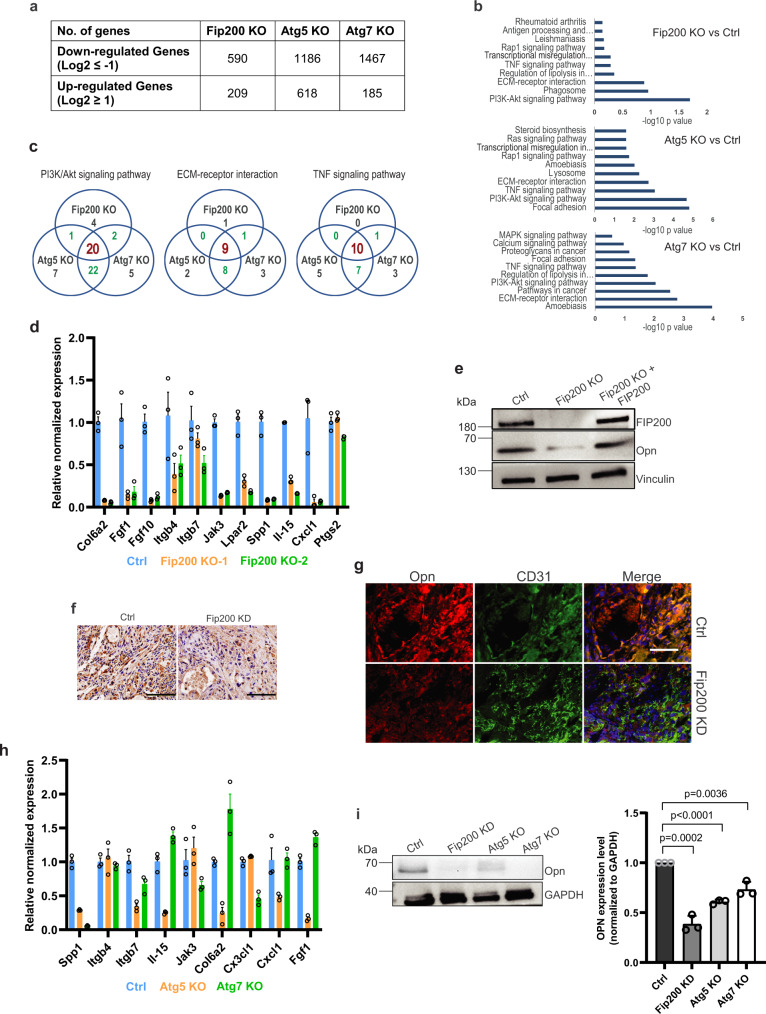
Transcriptome profiling identifies decreased OPN expression in vascular tumour cells after autophagy blockade. **a** Number of down-regulated and up-regulated genes in Fip200 KO, Atg5 KO and Atg7 KO tumour cells compared to Ctrl tumour cells. **b** KEGG pathway analysis plots showing changes in different pathways in Fip200 KO, Atg5 KO and Atg7 KO tumour cells versus Ctrl tumour cells. **c** Number of down-regulated genes in the PI3K-Akt signaling, ECM-receptor interaction and TNF signaling pathways in Fip200 KO, Atg5 KO and Atg7 KO tumour cells are shown with the common genes for all 3 KO cells highlighted in red and those overlapping in 2 KO cells highlighted by green. **d** A select group of down-regulated genes including Spp*1* in Fip200 KO cells were validated using RT–qPCR. Mean ± SEM of relative levels (normalized to Ctrl cells) is shown. *n* = 3 technical replicates. **e** Lysates from Ctrl and Fip200 KO tumour cells with or without re-expression of FIP200 were examined by western blots for FIP200, OPN and Vinculin. **f** Representative images of IHC for OPN of tumour sections in mice transplanted with 562 tumour cells and Fip200-KD cells at 3 months after injection. Scale bars, 100 µm. **g** Representative images of immunofluorescent staining for OPN and CD31 of tumour sections in mice transplanted with 562 tumour cells and Fip200-KD cells at 3 months after injection. Scale bars, 50 µm. **h** A select group of down-regulated genes including Spp*1* in Atg5 KO and Atg7 KO cells were validated using RT–qPCR. Mean ± SEM of relative levels (normalized to Ctrl cells) is shown. *n* = 3 technical replicates. **i** Lysates from Ctrl, Fip200-KD, Atg5 KO and Atg7 KO tumour cells were examined by western blots for OPN and GAPDH. Relative levels of Opn (normalized to Ctrl cells) are shown as mean ± SD on the right. *n* = 3 independent experiments. Bonferroni test was used in (**b**). Unpaired two-tailed t test was used in **i** (right panel). Source data are provided as a Source Data file.

### OPN mediates autophagy regulation of vascular tumor cells by affecting Stat3 signaling

Given the well-characterized functions of OPN in promoting cancer development and progression^40–43^, the above results raised the interesting possibility that autophagy regulates vascular tumor cells through OPN signaling cascades. To evaluate such a hypothesis, we deleted Spp*1* gene by CRISPR-Cas9 in 562 cells using two different sgRNA (OPN KO-1 and OPN KO-2 cells, collectively designated as OPN KO cells) (Fig. 5a). We found that OPN KO cells showed reduced colony formation (Fig. 5b, c) and tumor formation in xenograft transplantation (Fig. 5d), compared to control 562 cells. We next examined several signaling pathways^40,41,45^, and found reduced Stat3 phosphorylation in OPN KO cells compared to 562 cells (Fig. 5e), which is consistent with previous studies in other cancers^46^. Moreover, autophagy blockade by depletion of FIP200, Atg5 or Atg7 also reduced phosphorylation of Stat3 (Figs. 4i and 5f). We also observed that phospho-Stat3 translocation into the nucleus (indicative of the activation of STAT3 pathway) was decreased upon autophagy blockade by depletion of FIP200, Atg5 or Atg7, and this decrease was reversed by the addition of Opn to Fip200 KO cells (Fig. 5g). To further extend these results, we employed CRISPR-Cas9 to knockout Spp*1* in 5864 cells (Supplementary Fig. 6a). Similar to 562 cells, ablation of OPN decreased cell proliferation (Supplementary Fig. 6b), colony formation (Supplementary Fig. 6c, d), tumorigenicity as measured by transplantation in nude mice (Supplementary Fig. 6e), and Stat3 phosphorylation (Supplementary Fig. 6f) in 5864 cells. Together, these results suggest that decreased Jak/Stat3 signaling downstream of OPN may contribute to the decreased tumorigenicity of vascular tumor cells.

**Fig. 5:**
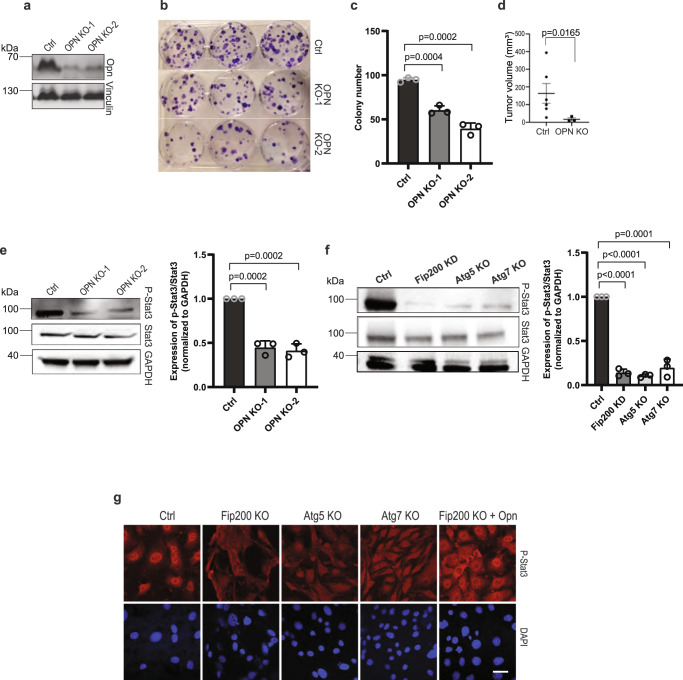
OPN knockout inhibits vascular tumour cell colony formation, tumorigenicity and Stat3 phosphorylation. **a** Lysates from Ctrl and two clones of OPN KO tumour cells were examined by western blots for OPN and Vinculin. **b**, **c** Representative images of colony formation assay of Ctrl and OPN KO tumour cells are shown in **b**, and mean ± SD of the colony number are shown in **c**. *n* = 3 biologically independent cells. **d** Ctrl and OPN KO tumour cells were subcutaneously injected in recipient nude mice. Mean ± SEM of tumour volume at 10 weeks after injection is shown. *n* = 3 mice for each group. **e** Lysates from Ctrl and OPN KO tumour cells were examined by western blots for P-Stat3, Stat3 and GAPDH. Relative levels of pSTAT3/STAT3 (normalized to Ctrl cells) are shown as mean ± SD on the right. *n* = 3 independent experiments. **f** Lysates from Ctrl, Fip200-KD, Atg5 KO and Atg7 KO tumour cells were examined by western blots for P-Stat3, Stat3 and GAPDH. Relative levels of pSTAT3/STAT3 (normalized to Ctrl cells) are shown as mean ± SD on the right (*n* = 3 independent experiments). **g** Representative images of immunofluorescent staining for p-STAT3 and DAPI of Ctrl, Fip200 KO, Atg5 KO, Atg7 KO cells and Fip200 KO tumour cells with OPN re-expression (Fip200 KO + OPN), as indicated. Scale bar, 10 μm. Unpaired two-tailed t test was used in **c**, **d**, **e** (right panel), and **f** (right panel). Source data are provided as a Source Data file.

To further assess the role of autophagy-dependent expression of OPN and its stimulation of Jak/Stat3 signaling in vascular tumor cells, we infected *Fip200* KO cells with recombinant lentiviruses encoding OPN and examined the effects of ectopic OPN expression in these autophagy-deficient cells. Consistent with a role for OPN in mediating the effects upon Fip200 deletion, we found that phosphorylation of Stat3 was also significantly decreased in Fip200 KO cells (Fig. 6a). Importantly, re-expression of OPN rescued defective Stat3 phosphorylation (Fig. 6a), tumor cell proliferation as measured by colony formation assay (Fig. 6b, c), as well as tumor cell migration in wound healing assays (Fig. 6d, e). Consistent with these results in vitro, xenograft transplantation assays in recipient nude mice showed that OPN re-expression also restored tumorigenicity of Fip200 KO cells (Fig. 6f, g). Immunohistochemical analysis of tumor sections from the recipient mice also showed rescue of phosphorylation of Stat3 and tumor cell proliferation as measured by Ki67 staining by ectopic expression of OPN in Fip200 KO cells (Fig. 6h, i). Together, these results suggest a role of OPN stimulation of Jak/Stat3 signaling in mediating the regulation of vascular tumor cell proliferation and tumorigenicity by autophagy.

**Fig. 6:**
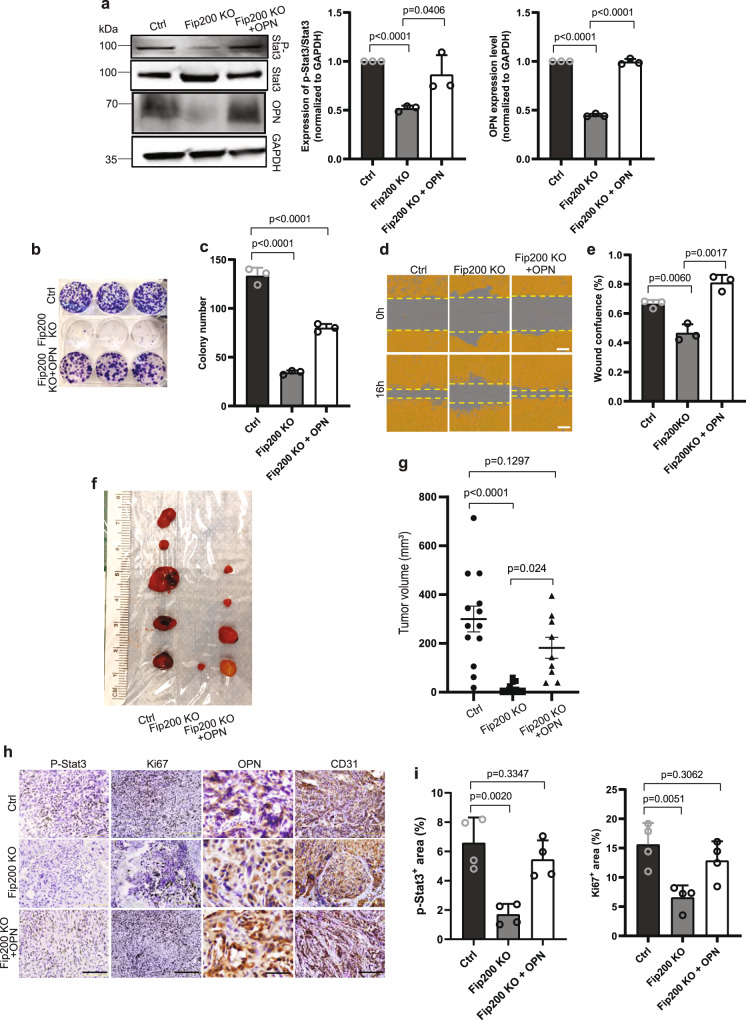
Ectopic expression of OPN rescues deficient colony formation, migration, tumorigenicity and Stat3 phosphorylation of Fip200 KO vascular tumour cells. **a** Lysates from Ctrl, Fip200 KO tumour cells, and Fip200 KO tumour cells with OPN re-expression (Fip200 KO + OPN) were examined by western blots for various antibodies as indicated. Relative levels of pSTAT3/STAT3 and OPN (normalized to Ctrl cells) are shown as mean ± SD on the right. *n* = 3 independent experiments. **b**, **c** Representative images of colony formation assay of Ctrl, Fip200 KO and Fip200 KO + OPN tumour cells are shown in **b**, and mean ± SD of the colony number are shown in **c**. *n* = 3 biologically independent cells. **d**, **e** Cell migration of Ctrl, Fip200 KO and Fip200 KO + OPN tumour cells by wound healing assay. Representative images of cell migration at 0 and 16 h (**d**) and relative percentage of wound confluence (**e**) shown as mean ± SD. *n* = 3 biologically independent cells. Scale bar in (**d**), 300 μm. **f**–**i** Ctrl, Fip200 KO and Fip200 KO + OPN tumour cells (2 × 10^6^ cells) were subcutaneously injected in recipient nude mice. Representative images of tumour harvested at 10 weeks after injection are shown in **f**. Mean ± SEM of tumour volume at 10 weeks after injection is shown in (**g**) (*n* = 7 mice for each group). Representative images of IHC for P-Stat3, Ki67, OPN and CD31 of tumour sections are shown in (**h**). Scale bar, 50 μm for OPN staining, 200 μm for others in (**h**). Quantification of P-Stat3 and Ki67 positive cells per field of view in Ctrl, Fip200 KO and Fip200 KO + OPN transplanted tumour sections are shown as mean ± SD in (**i**). *n* = 4 biologically independent samples. Unpaired two-tailed *t* test was used in (**a**) (middle and right panels), (**c**, **e**, and **i**). One-way ANOVA with Tukey’s multiple comparisons test was used in (**g**). For (**b**–**e**), at least two independent experiments were repeated. Source data are provided as a Source Data file.

### Specific ablation of FIP200 canonical autophagy functions blocks LM progression to LAS

Our above analysis using knockout of several autophagy genes including Fip200 as well as Atg5 and Atg7 in 562 cells provided strong support for the regulation of vascular tumor cell growth by autophagy per se, rather than the loss of other potential autophagy-independent functions of these genes even though increasing evidence suggests that most, if not all, autophagy genes have functions independent of their roles in canonical autophagy^47–49^. Nevertheless, these studies do not address the role of Atg5 or Atg7 directly in LM progression to LAS in vivo. We have previously taken a rigorous genetic approach to generate *Fip200-4A* mutant knock-in allele that blocks its autophagy function specifically to reveal both autophagy and non-autophagy functions of FIP200 in breast cancer and other diseases in vivo^35,48,50^. To examine the specific role of FIP200-mediated autophagy in LM progression to LAS in vivo, we crossed *Fip200* + */KI* mice containing *Fip200-4A* allele to *Tsc1*^*f/f*^;*Fip200*^*f/f*^;Scl-Cre mice to generate *Tsc1*^f/f^;*Fip200*^*f/KI*^;Scl-Cre mice. Treatment of these mice with TAM induced deletion of floxed *Tsc1* and *Fip200* alleles, leading to the expression of only the FIP200-4A mutant lacking autophagy function specifically in Tsc1-deficient ECs (designated as 2cKI mice). Analyses of this mouse model showed that specifically blocking FIP200 autophagy function, while not affecting the development of LM (Fig. 7a), abrogated their progression to LAS (Fig. 7b) in a manner similar to FIP200 ablation in *Tsc1*^iΔEC^ mice (see Fig. 1b, d). These results are supported by histological analysis of vascular lesions in 2cKI mice (Fig. 7c). Lastly, similarly reduced levels of phosphorylated Stat3, Ki67 and OPN staining were found in 2cKI mice and 2cKO mice relative to *Tsc1*^iΔEC^ mice (Fig. 7d–g). These results provide further support that autophagy is required for the progression of LM to LAS in *Tsc1*^iΔEC^ mice, suggesting that targeting canonical autophagy could be effective in preventing and treating the deadly LAS.

**Fig. 7:**
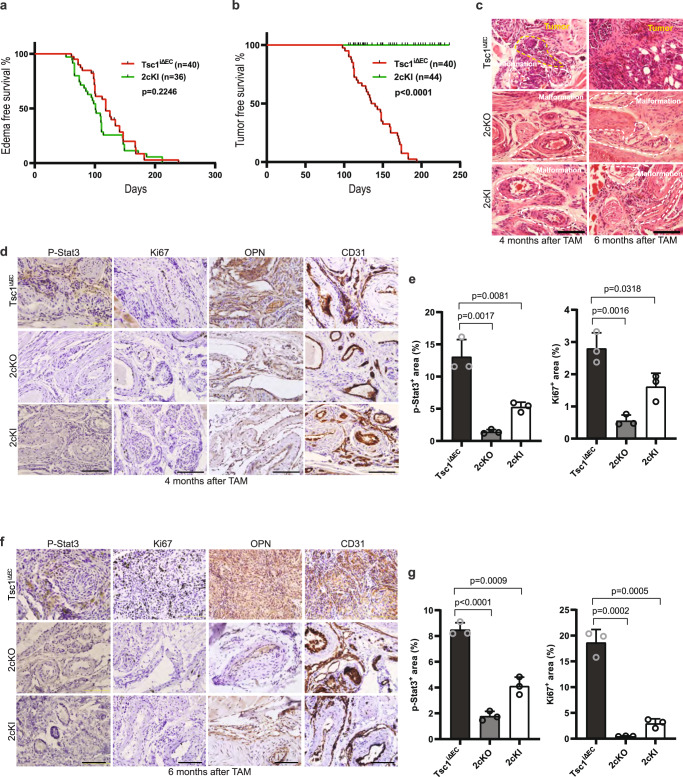
Specific disruption of FIP200-mediated autophagy blocks LM progression to LAS. **a** Kaplan-Meier analysis of edema development for *Tsc1*^iΔEC^ (*n* = 40) and 2cKI (*n* = 36) mice. Log-rank (Mantel–Cox) test, *p* = 0.2246. **b** Kaplan-Meier analysis of LAS for *Tsc1*^iΔEC^ (*n* = 40) and 2cKI (*n* = 44) mice. Log-rank (Mantel–Cox) test, *p* < 0.0001. **c** Representative H&E staining of vascular lesions of *Tsc1*^iΔEC^, 2cKO and 2cKI mice at 4 and 6 months after TAM. Scale bar, 100 µm. **d**, **e** IHC for P-Stat3, Ki67, OPN and CD31 of vascular lesions in *Tsc1*^iΔEC^, 2cKO and 2cKI mice at 4 months after TAM. Representative images (**d**) and quantification of P-Stat3 and Ki67 positive cells per field of view in these mice (**e**) shown as mean ± SD. *n* = 3 biologically independent samples. Scale bar, 200 µm. **f**, **g** IHC for P-Stat3, Ki67, OPN and CD31 of vascular lesions in *Tsc1*^iΔEC^, 2cKO and 2cKI mice at 6 months after TAM. Representative images (**f**) and quantification of P-Stat3 and Ki67 positive cells per field of view in these mice (**g**) shown as mean ± SD. *n* = 3 biologically independent samples. Scale bar, 200 µm. Log-rank (Mantel-Cox) test was used in (**a** and **b**). Unpaired two-tailed t test was used in (**e** and **g**). Source data are provided as a Source Data file.

## Discussion

Autophagy inhibition is increasingly recognized as a potential treatment for various cancers, although there is still debate on the possibility of a suppressive role of autophagy for some cancers and/or in different context^23–25^. It is generally thought that autophagy may suppress initial tumor development by helping to maintain genomic stability, while it has a positive role for tumor growth and progression by supplying various metabolites and nutrients to the increased demand of tumor cells. In this study, we showed that both deletion of FIP200 and specifically disrupting its autophagy function abrogated the development of malignant LAS from the benign LM lesions, suggesting that inhibiting autophagy could potentially prevent tumorigenesis (rather than induce it) for this deadly disease. Our data also suggested that autophagy-dependent expression of OPN and its autocrine stimulation of Jak/Stat3 signaling contribute to the promotion of vascular tumor cell proliferation and tumorigenicity by autophagy. Given that LM is a risk factor for LAS and the lack of effective treatment for the deadly LAS, potential new prophylactic strategies based on our findings to targeting autophagy and/or its downstream OPN expression will have important clinical implications for LM patients.

Previous studies using mouse models and in human patients both indicated a critical role for hyper-activation of mTORC1 signaling in vascular malformation and tumors including LM and LAS^17^. Although mTORC1 activation is known to suppress autophagy through phosphorylation of ULK1 at Ser757^51,52^, recent studies also suggested that selective autophagy such as lipophagy could play a role for sustaining mTORC1 activation and fulfilling increased bioenergetic demands in Tsc-deficient neural stem cells, as well as some tumor cells under energy stressed conditions^35,38^. Nevertheless, we did not find significant changes in mTORC1 activation upon autophagy blockade by FIP200 deletion, suggesting that it is unlikely that autophagy inhibition abrogated LM progression to LAS by directly affecting mTORC1 as a driver in vascular tumor cells.

OPN is a multifunctional protein that regulates tumor cell proliferation, survival, and migration, and is implicated in promoting invasive and metastatic progression of many cancers^40–43^. Our studies using both mouse models in vivo and vascular tumor cells in vitro suggest a role for OPN to mediate regulation of vascular tumor cells by autophagy. Several lines of evidence support that autophagy-dependent expression of OPN and its autocrine stimulation of Jak/Stat3 signaling contribute to the promotion of vascular tumor cell proliferation and tumorigenicity by autophagy. Ablation of *Fip200* and other autophagy genes reduced expression of OPN and its downstream Jak/Stat3 signaling pathway. Conversely, re-expression of FIP200 in Fip200 KO cells restored OPN levels and Stat3 signaling as measured by both its phosphorylation and translocation to the nucleus. Moreover, ectopic expression of OPN rescued decreased Jak/Stat3 signaling and reversed defective proliferation and tumorigenicity of FIP200-null vascular tumor cells. Besides Stat3 signaling, we also observed decreased mTORC1 signaling in OPN KO tumor cells (Supplementary Fig. 7), suggesting that OPN may regulate vascular tumor cells through other signaling pathways like mTORC1. Although mTORC1 signaling was not reduced after depletion of FIP200 (see Figs. 2j and 2m), additional studies will be needed to clarify the potential contribution of mTORC1 signaling in the decreased tumorigenesis of vascular tumor cells upon autophagy blockade and reduced OPN expression. In addition to acting as an extracellular ligand through binding to cell surface receptors, OPN has been suggested to possess intracellular roles to regulate various cell functions by its different isoforms^42,43,53,54^. It will be interesting to carry out systematic analysis of different isoforms of OPN by both ectopic expression (acting both intracellularly and extracellularly) and as extracellular supplementation (acting only extracellularly) to determine which isoforms and/or cellular modes play preferential roles in mediating autophagy regulation of vascular tumor cell functions in future studies. It will also be interesting to determine whether autophagy regulation of OPN is important in the promotion of tumor growth and/or metastasis by autophagy in other cancers.

In addition to OPN, our results showed down-regulations of other genes in several signaling pathways including PI3K-Akt signaling, ECM-receptor interaction and TNF signaling in vascular tumor cells after autophagy blockade. PI3K-Akt signaling has been well studied in vascular and other tumors, including our previous studies establishing a *Tsc1*^iΔEC^ mice model^17,55,56^. ECM-receptor interactions are also known to affect development and progression of different cancers^57,58^, although their potential roles in vascular tumor cells are not well understood. Integrins are the major cell surface receptors for ECM^59^, and several integrins including αvβ3 and αvβ5 have been shown to function as receptors for OPN^60^. Interestingly, *Itgb5* encoding β5 subunit of αvβ5 integrin is among the 9 genes in ECM-receptor interaction that were down-regulated in all three *Fip200, Atg5*, *Atg7* KO cells (see Fig. 4c). It will be interesting to examine the possibility that decreased expression of integrin β5 and/or other genes upon autophagy blockade could contribute to the reduced proliferation and tumorigenicity in coordination with the decreased OPN in vascular tumor cells in future studies.

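Itgb5 (gene ID 16419, on chromosome 16) had a mean RPKM of 7.99 ± 8.39 (SD, n = 3) in control, 0.761 ± 1.01 (SD, n = 3) in Fip200 KO, 0.401 ± 0.305 (SD, n = 3) in Atg5 KO and 0.313 ± 0.0965 (SD, n = 3) in Atg7 KO cells. The control values were 0.941, 17.3 and 5.77, of which replicate 2 held 72.0%. The Fip200 KO values of 0.0295, 0.334 and 1.92 overlapped with control. The log2 fold change was −2.41 in Fip200 KO (standard error 0.943, adjusted p = 0.278 from limma), −2.65 in Atg5 KO (standard error 0.841, adjusted p = 0.0543) and −2.75 in Atg7 KO cells (standard error 0.805, adjusted p = 0.0627). Itgb5 was called lower in Atg5 KO and Atg7 KO cells. Both calls rest in part on single libraries. With each of the 6 libraries left out in turn, the adjusted p ranged from 0.00859 to 0.139 in Atg5 KO cells. In Atg7 KO cells it ranged from 0.0901 to 0.149 over the 3 fits without a KO library. Without a control library the gene did not pass the filter on RPKM there, so the weight of single control libraries was not tested for that call. The fit with the library-name prefix as a term compares the Fip200 KO libraries with control replicate 1 alone, which had the lowest control value (0.941). The log2 fold change in Fip200 KO cells was then −0.495. In the same fit the call in Atg7 KO cells was lost (adjusted p = 0.411). Itgav, which encodes the αv subunit, had log2 fold changes of 0.15, −0.59 and 0.19 in Fip200 KO, Atg5 KO and Atg7 KO cells, with adjusted p of 0.825, 0.0612 and 0.557. Itgb3, which encodes the β3 subunit, had −0.49, −0.61 and −0.77, with adjusted p of 0.560, 0.172 and 0.166. Neither was called in any KO cells.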

Autophagy has been recognized to play both pro-tumorigenesis and tumor suppressive roles in the development and progression of various cancers^23–25^, likely due to its impact on many cellular functions in different contexts. Our results suggest that autophagy could play a differential role even within the same lymphatic ECs with hyper-activation of mTORC1 signaling, i.e. while disposable for the development of LM phenotype, but required for LM progression to LAS. Autophagy blockade also inhibited growth of tumor cells from LAS in vitro and in xenograft transplant recipients, although it is still not clear whether autophagy may be necessary to promote LAS growth and/or metastasis in *Tsc1*^iΔEC^ mice, as no spontaneous LAS were detected in 2cKO or 2cKI mice. New mouse models to allow ablation of *Fip200* or other autophagy genes after the deletion of *Tsc1* to induce LAS formation (i.e. unlike simultaneous deletion in the 2cKO mice) will be necessary for these studies. In another recent study, we found that HDAC inhibition triggered vascular tumour autophagic cell death in vitro and decreased tumor growth in xenograft models by increasing autophagy activity in these cells^61^. Together with the current study, these results suggest that either blocking or inducing aberrantly high levels of autophagy could potentially inhibit vascular tumor growth, further highlighting the critical role of autophagy in vascular tumor cells.

We observed previously that tumor cells isolated from LAS in *Tsc1*^iΔEC^ mice can form vascular tumors by transplantation to recipient nude mice^17^. However, ECs isolated from lungs of the same mice could not form tumors in the same assay, suggestting that *Tsc1* deletion alone is not sufficient to induce LAS, although it is required for the process. It is possible that abnormalities in other signaling pathways and cellular processes in ECs may be necessary for LM development and/or progression to LAS. Interestingly, previous clinical studies reported that malignant progression to angiosarcoma from vascular malformation in some human patients were accompanied by additional mutations^10^, even though it is not clear about the specific contribution of these mutations to the development or maintenance of angiosarcoma. These observations are consistent with our results that autophagy blockade reduced OPN signaling through Jak/Stat3 pathway contributing to the reduced vascular tumor cell growth, without impacting on mTORC1 signaling per se. Likewise, the altered PI3K-Akt signaling, ECM-receptor interaction and/or TNF signaling based on transcriptional profiling may suggest their potential synergistic role with mTORC1 hyper-activation in LM progression to LAS in autophagy-dependent manner. These could explain the differential functions of autophagy in LAS but not LM found in this study, although future studies will be needed to clarify the underlying mechanisms, which will be important to guide potential clinical applications and reap full benefit of targeting autophagy in the prevention and treatment of LAS.

## Methods

### Mice

Mice were housed and handled according to local, state, and federal regulations, and all experimental procedures were carried out as per the guidelines of the Institutional Animal Care and Use Committee (IACUC) at the University of Cincinnati. Animal husbandry including housing location and procedure located at Laboratory Animal Medical Services (LAMS) and was supported by LAMS staff. The housing conditions for the mice: the light cycle is 14:10 (light /dark cycle) or 6am ON/8 pm Off, temperature setpoint is 74 °F with a + /− 4 °F, and humidity range is between 30–70%. All mice were finally euthanized with medical carbon dioxide and cervical dislocation at the end point time. *Tsc1*^f/f^;Scl-Cre mice^17^ with *Fip200*^*f/f*^ mice^27^ to obtain *Tsc1*^f/+^;*Fip200*^*f/+*^;Scl-Cre and *Tsc1*^f/+^;*Fip200*^*f/+*^ mice, which were then inter-crossed to generate *Tsc1*^*f/f*^*;Fip200*^*f/f*^*;*Scl-Cre mice and control littermates *Tsc1*^*f/f*^*;Fip200*^*+/+*^*;*Scl-Cre and *Tsc1*^*f/f*^*;Fip200*^*f/+*^*;*Scl-Cre mice. *Tsc1*^*f/f*^*;Fip200*^*f/f*^*;*Scl-Cre mice with *Fip200*^*KI/+*^ mice^48^ to obtain *Tsc1*^f/+^;*Fip200*^*f/KI*^;Scl-Cre and *Tsc1*^f/+^;*Fip200*^*f/+*^ mice, which were then inter-crossed to generate *Tsc1*^*f/f*^*;Fip200*^*f/KI*^*;*Scl-Cre. These mice have 98% C57BL/6 backgrounds. The above obtained mice including both male and female were intraperitoneally injected with tamoxifen (TAM) at 8–10 weeks of age every other day for 3 times (2 mg each time) to induce activation of Cre recombinase to delete floxed *Tsc1* and *Fip200* genes in ECs (designated as 2cKO and *Tsc1*^iΔEC^ mice, respectively), as well as one allele Fip200 deletion and Fip200-4A mutant knock-in mice (designated as 2cKI mice). Xenograft transplantation was performed by subcutaneously injected with tumor cells in 6–8 weeks old female athymic nude mice. Tumor size was measured at the endpoints and calculated according to the formula volume = (length × width^2^) / 2. Tumor volumes were analyzed using GraphPad Prism 9 software. The maximum footpad or subcutaneous tumour size of 5 mm in any direction and the maximum transplanted tumour size with 20 mm longest diameter are permitted by IACUC at University of Cincinnati, and the maximum tumour size was not exceeded in all experimental data.

### Generation and culture of *Tsc1*^iΔEC^ vascular tumor cells and primary lung endothelial cells

Vascular tumor cells were isolated from the cutaneous tumors in Tamoxifen induced *Tsc1*^*f/f*^*;*Scl-Cre mouse, and cultured in 6-well plate for several months to establish spontaneously immortalized *Tsc1*^iΔEC^ tumor cells. Primary lung ECs were isolated from lungs of Tamoxifen-induced *Tsc1*^*f/f*^*;*Scl-Cre and *Tsc1*^*f/f*^*;Fip200*^*f/f*^*;*Scl-Cre mice, and cultured in 6-well plate for 2 weeks to obtain enough cells, using rat anti–murine CD31 (MEC 13.3, BD) coated magnetic beads (M-450; sheep anti–rat IgG Dynabeads, Invitrogen) as described previously^17,62^. All cells were cultured in EC culture medium and grew in 5% CO2 at 37°C. For autophagy flux assays, lung EC cells were cultured in EBSS starvation without serum for 4 h with or without addition of 200 nM Bafilomycin A1 (Bal-A1) (Cayman #11038) for the last 2 h. Quantification of autophagy flux was calculated as LC3-II/Vinculin with Bal-A1 subtracting LC3-II/Vinculin without Baf-A1 under EBSS starvation. The autophagy flux of control was set as 1, data was plotted as mean ± SD of Tsc1cKO and 2cKO normalized to control from three independent experiments. All cells were tested for negative mycoplasma contamination.

### Plasmids and generation of stable cell lines

shRNAs targeting mouse Fip200 5′-GCTGAATTTCAGTGCTTAGAA-3′ (TRCN0000084986) and 5′-CCAACTTTAACACAGTCTTAA-3′ (TRCN0000084987) were purchased from Sigma-Aldrich. A scrambled shRNA as control was purchased from Addgene (plasmid #1864). sgRNAs targeting mouse Fip200 (5′-TTCTCTAGAAATAACACTAA-3′; 5′-CTCCATTGACCACCAGAACC-3′), Atg5 (5′-CCCTATAGACCACGACGGAG-3′), Atg7 (5′-GAACGAGTACCGCCTGGACG-3′) and Opn (5′-GCAAATCACTGCCAATCTCA-3′; 5′-GCAGAATCTCCTTGCGCCAC-3′) were respectively cloned into LentiCRISPR v2 vector (Addgene #52961) according to the protocol previously reported^63^. sgRNA targeting EGFP (Addgene #86153) was used as control. 

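The sites of these sgRNAs were looked up in the mouse transcripts of GRCm38. The first Fip200 sgRNA matches the plus strand of Rb1cc1 on chromosome 1 from 6248914 to 6248933, in exon 15 of 24, next to the PAM AGG. It was found in 3 of 7 coding transcripts, and lies in the coding sequence of the transcript used to place it. The second Fip200 sgRNA matches the minus strand from 6234018 to 6234037, in exon 4, next to TGG, in 4 of 7 coding transcripts. The Atg7 sgRNA matches chromosome 6 from 114673085 to 114673104, in exon 3 of 20, next to AGG, in 12 of 12 coding transcripts. Of the Atg5 sgRNA, the last 12 bases match the start of exon 7 of 8 of Atg5, on chromosome 10 from 44346957 to 44346968, next to CGG. Its other bases would lie in the intron before that exon, whose sequence was not read here. The first Opn sgRNA matches the minus strand of Spp1 on chromosome 5 from 104436390 to 104436409, in exon 1 of 6, next to TGG, in 7 of 7 coding transcripts. The second matches the plus strand from 104437714 to 104437733, in exon 3, in 6 of 7 coding transcripts, and its PAM would lie beyond the end of that exon. Apart from the Atg5 sgRNA, each matched the exons of 1 gene over all 20 bases. Only exon sequence was searched, so sites in introns and between genes are not covered.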

Spp1 overexpression clone was constructed by RT-PCR from HUVEC RNA and then insertion into pLV-EF1a-IRES-Neo vector (Addgene #85139).

All lentiviral productions were generated by transfecting into HEK293T cells with psPax2, pMD2.G and lentiviral plasmids, as described previously^64^. *Tsc1*^iΔEC^ cells were then transduced by different lentivirus containing specific sgRNA followed with puromycin selection for one week. The efficiencies of Fip200 knockdown, Fip200, Atg5 and Atg7 knockout or re-overexpression of osteopontin in tumor cells were confirmed by western blot.

### Cell proliferation and colony formation assay

Cell proliferation was assessed by Cell Counting Kit-8 (CCK-8, Dojindo Molecular Technologies) according to their manual protocols. 2 × 10^4^ cells were seeded in 96-well plate with triplicates for each experimental group, cells were analyzed after 72 h.

For colony formation assay, 1000 cells were seeded in 6-well plates with triplicates, then stained with 2% crystal violet solution after 7 days.

### Cell migration assay

A total of 40,000 cells were seeded in 96-well ImageLock tissue culture plate (Essen BioScience 4379). Next day, cells in each well were scratched using WoundMaker (Essen BioScience) and washed twice with culture medium. Fresh culture medium were then added and the plates were placed in IncuCyte ZOOM for image scanning every 2 h for 24 h using 20 Х objective.

### RT-qPCR

Total RNAs were isolated from cells with GeneJET RNA purification Kit (Thermo Scientific #K0731) according to user manual. Reverse transcription cDNAs were synthesized with iScript cDNA Synthesis Kit (Bio-Rad #1708891). Real-time PCR was performed with iQ SYBR Green Supermix Kit (Bio-Rad #170-8880). Expression values were normalized to β-actin. The primers were obtained from PrimerBank (https://pga.mgh.harvard.edu/primerbank/) unless specific references were cited. The specificity of all primers was validated with their dissociation curves. The sequence (5′−3′) of each pair of primers are listed as follows.

Spp1-Forward: ATCTCACCATTCGGATGAGTCT;

Spp1-Reverse: TGTAGGGACGATTGGAGTGAAA.

Col6a2-Forward: AAGGCCCCATTGGATTCCC;

Col6a2- Reverse: CTCCCTTCCGACCATCCGAT.

Fgf10-Forward: TTTGGTGTCTTCGTTCCCTGT;

Fgf10-Reverse: TAGCTCCGCACATGCCTTC.

Cxcl1-Forward: CTGGGATTCACCTCAAGAACATC;

Cxcl1-Reverse: CAGGGTCAAGGCAAGCCTC.

Itgb4-Forward: GCAGACGAAGTTCCGACAG;

Itgb4-Reverse: GGCCACCTTCAGTTCATGGA.

Itgb7-Forward: ACCTGAGCTACTCAATGAAGGA;

Itgb7-Reverse: CACCGTTTTGTCCACGAAGG.

Jak3-Forward: ACACCTCTGATCCCTCAGC;

Jak3-Reverse: GCGAATGATAAACAGGCAGGATG.

Lpar2-Forward: TGGTCACACTCATCGTGGGT;

Lpar2-Reverse: CCATGCGTGAGCAACTGTC.

Il15-Forward: ACATCCATCTCGTGCTACTTGT;

Il15-Reverse: GCCTCTGTTTTAGGGAGACCT.

Ptgs2-Forward: TTCAACACACTCTATCACTGGC;

Ptgs2-Reverse: AGAAGCGTTTGCGGTACTCAT.

β-actin-Forward: GGCTGTATTCCCCTCCATCG;

β-actin-Reverse: CCAGTTGGTAACAATGCCATGT.

### Western blotting

Lysates were prepared from tumor cells and analyzed by western blotting. Primary antibodies include FIP200 (1:1000, Cell Signaling #12436), p62 (1:2000, Cell Signaling #39749), TSC1 (1:1000, Cell Signaling #6935), phospho-ULK1 (Ser757) (1:1000, Cell Signaling #6888), ULK1 (1:1000, Cell Signaling #8054), LC3B (1:2000, Cell Signaling #43566), phospho-p70 S6K (Thr389) (1:1000, Cell Signaling #9205), p70 S6K (1:1000, Santa Cruz #sc-230), Atg5 (1:1000, Cell Signaling #12994), Atg7 (1:1000, Cell Signaling #8558), phospho-Stat3 Y705 (1:1000, Cell Signaling #9145), Stat3 (1:1000, Cell Signaling #3139), Osteopontin (1:1000, R&D Systems #MAB808), GAPDH (1:5000, Cell Signaling #5174), β-actin (1:10000, Sigma-Aldrich #), Vinculin (1:10000, Sigma-Aldrich #V4505) and HRP-linked anti-Rabbit IgG or anti-Mouse IgG (1:10000, Cell Signaling) were used as secondary antibodies. ECL HRP substrate (Thermo Scientific) was used for signal imaging.

### Cell immunofluorescence

A total of 20,000 cells were seeded into an 8-well chamber one day prior to treatment. Then, cells were fixed in 4% paraformaldehyde (PFA) for 10 min at room temperature (RT), followed with 1% BSA blocking buffer including 0.1% TritonX-100 for 30 min at RT. Phospho-Stat3 Y705 antibody was incubated with cells in the blocking buffer overnight at 4 °C. Next, Alexa fluor 594 donkey anti-rabbit IgG (1:1000, Jackson ImmunoResearch, #711-585-152) was used for 1 h at RT in dark, followed by ProLong® Gold Antifade Mountant with DAPI (Invitrogen #P36962) for nuclei staining and mounting. Images were acquired with Zeiss LSM confocal 710.

### Histology and immunostaining

Mouse tumor tissues were kept in 4% FPA at 4 °C. The specimens were then processed, embedded in paraffin and sectioned at 5μm. Heat-induced antigen retrieval was performed in citrate buffer using a pressure cooker. For hematoxylin and eosin (H&E) staining, sections were processed by standard H&E procedure followed with mount. For immunostaining, sections were incubated with primary antibodies at 4 °C overnight. Primary antibodies used were Ki67 (1:500, Spring Bioscience M3060), CD31 (1:500, Cell Signaling #77699), CD31 (1:50, Dianova DIA-310), phospho-S6RP (Ser240/244) (1:8000, Cell Signaling #5364), cleaved caspase-3 (1:100, Cell Signaling #9661), phospho-Stat3 Y705 (1:100, Cell Signaling #9145), Osteopontin (1:400, Kerafast #ENH094-FP). For immunohistochemistry staining, sections were then incubated with biotinylated goat anti-rabbit IgG (1:1000, Jackson ImmunoResearch, #111-065-003) for one hour at room temperature, followed with VECTASTAIN ABC peroxidase (Vector Laboratories) and DAB staining (Cell Signaling #8059), and counterstained with haematoxylin. For immunofluorescence staining, sections were incubated with Alexa Fluor 594 donkey anti-rabbit (1:1000, Jackson ImmunoResearch, #711-585-152) and Alexa Fluor 488 donkey anti-rat IgG (1:1000, Jackson ImmunoResearch #712-545-150) for one hour at RT in dark, and nuclei was counterstained with ProLong® Gold Antifade Mountant with DAPI. Images were acquired with Olympus BX41 Microscope. Six random fields from three different tissues in each group were quantified using ImageJ software.

### RNA-sequencing and bioinformatic analysis

Total RNA was isolated from cultured tumor cells using GeneJET RNA purification Kit (Thermo Scientific, REF K0731). Library preparation was conducted with NEBNext Ultra II Directional RNA Library Prep kit. Adapter trimmed reads in fastq format was used as our report. Demultiplexing is performed under Illumina BaseSpace default setting. Adapter: AGATCGGAAGAGCACACGTC; AdapterRead2: AGATCGGAAGAGCGTCGTGT. Sequence reads were aligned to the reference genome using the TopHat2 aligner^65^, and reads aligning to each known transcript were counted using Bioconductor packages for next-generation sequencing data analysis^66^. The differential expression analysis between different sample types was performed using the negative binomial statistical model of read counts as implemented in the *edgeR* Bioconductor package^67^. Differentially expressed genes were defined as genes with log2 fold change ≥1 or ≤ −1 with false discovery rate (FDR) cutoff 0.1. KEGG pathway analysis was performed using DAVID Bioinformatics Resources 6.8.

### Statistical analysis

Statistical significance was determined by unpaired two-tailed Student *t* test, Bonferroni test, Log-rank (Mantel-Cox) test, or One-way ANOVA with Tukey’s multiple comparisons test or Dunnett’s multiple comparisons test. *P* value < 0.05 was considered as statistical significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) under accession code GSE193568. All relevant data to evaluate the conclusions in the paper are within the paper and/or the Supplementary Information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Autophagy inhibition prevents lymphatic malformation progression to lymphangiosarcoma by decreasing osteopontin and Stat3 signaling
**Source:** Nat Commun. 2023 Feb 22;14:978. doi: 10.1038/s41467-023-36562-5
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

## **Autophagy inhibition prevents lymphatic malformation progression to lymphangiosarcoma by decreasing osteopontin and Stat3 signaling**

Fuchun Yang<sup>1</sup>, Shiva Kalantari<sup>1</sup>, Banzhan Ruan<sup>1</sup>, Shaogang Sun<sup>1</sup>, Zhaoqun Bian<sup>2</sup> and Jun-Lin Guan<sup>1\*</sup>

## Supplementary Figure 1

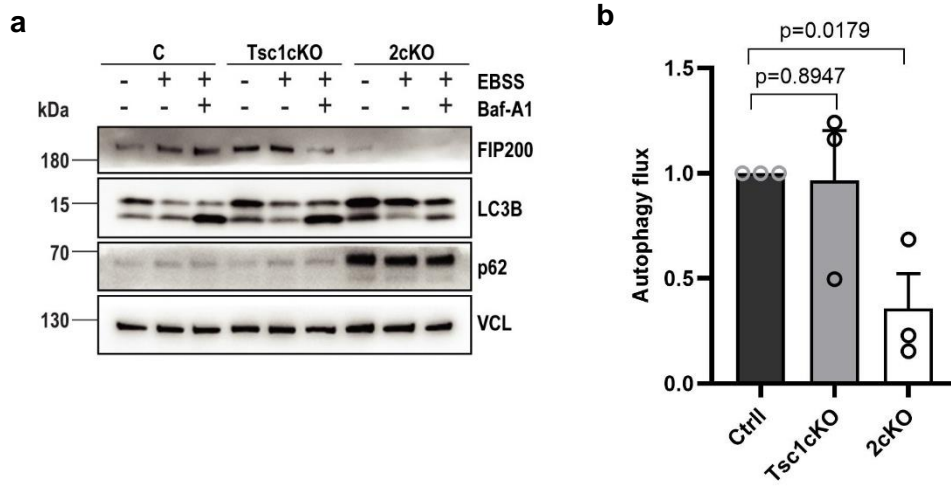

### Supplementary Figure 1. Analysis of autophagy flux in lung ECs from various mice.

Lung ECs of wild type (C), *Tsc1*<sup>iΔEC</sup> mice and 2cKO mice were incubated in regular EC culture medium without serum (-), EBSS starvation without serum for 4 hours with or without addition of 200 nM Bafilomycin A1 (Baf-A1) for the last 2 hours. Lysates were then prepared and analyzed by western blots for FIP200, LC3B, p62, and vinculin, representative image was shown in **a**. Relative levels of autophagy flux (normalized to Ctrl cells) are shown as mean ± SD in **b** (n = 3 independent experiments). Unpaired two-tailed t test was used in **b**, ns: no significance. Source data are provided as a Source Data file.

## Supplementary Figure 2

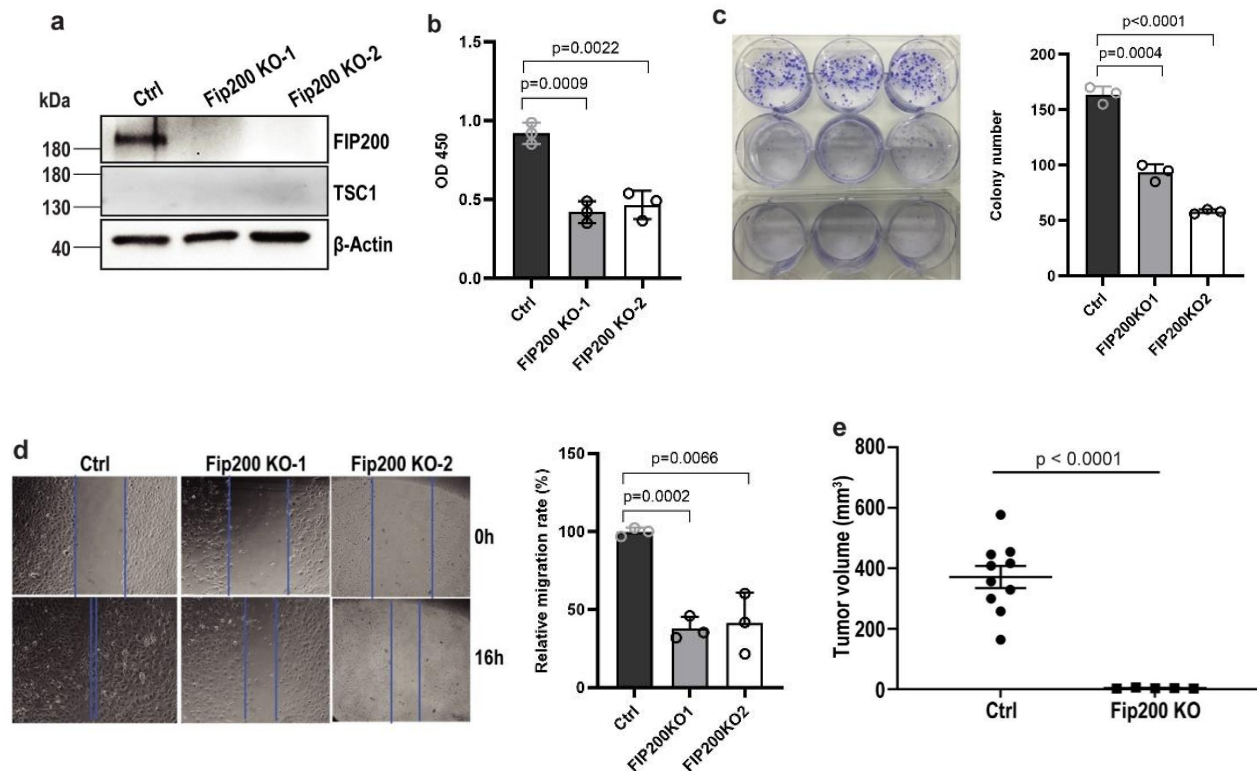

### Supplementary Figure 2. Analysis of cellular functions and tumorigenicity of 5864 vascular tumor cells upon FIP200 KO.

**a)** Lysates from 5864 tumour cells (Ctrl) and two clones of these cells with CRISPR-Cas9 mediated *Fip200* knockout (KO) were examined by western blots for FIP200, TSC1 and  $\beta$ -actin.

**b)** Ctrl and Fip200 KO tumour cells were measured for cell proliferation by CCK-8 assay shown as mean  $\pm$  SD. n = 4 biologically independent cells.

**c)** Representative images of colony formation assay of Ctrl and Fip200 KO tumour cells. Mean  $\pm$  SD of the colony number is shown on the right. n = 3 biologically independent cells.

**d)** Representative images of cell migration assay of Ctrl and Fip200 KO tumour cells. Mean  $\pm$  SD of the relative migration rate is shown on the right. n=3 biologically independent cells.

**e)** Ctrl and Fip200 KO tumour cells ( $2 \times 10^6$  cells) were subcutaneously injected in recipient nude mice. Mean  $\pm$  SEM of tumour volume at 3 months after injection are shown ( $n = 10$  biologically independent samples, 5 mice). Unpaired two-tailed t tests were used in **b**, **c** (right panel), **d** (right panel), and **e**. For **b-d**, at least two independent experiments were repeated.

Source data are provided as a Source Data file.

**Supplementary Figure 3**

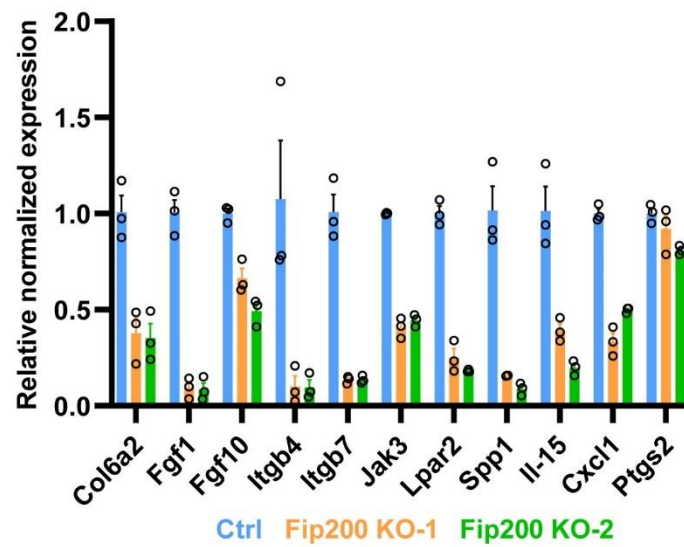

**Supplementary Figure 3. Reduced expression of *Spp1* and other genes in FIP200 KO tumor cells.**

A select group of down-regulated genes including *Spp1* in Fip200 KO cells were validated using RT-qPCR. Mean  $\pm$  SEM of relative levels (normalized to Ctrl cells) is shown. n = 3 technical replicates. Source data are provided as a Source Data file.

#### Supplementary Figure 4

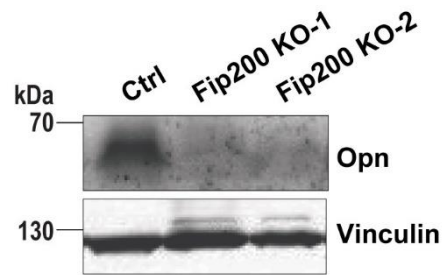

#### Supplementary Figure 4. Reduced OPN expression in FIP200 KO tumor cells.

Lysates from Ctrl and Fip200 KO tumour cells were examined by western blots for OPN and Vinculin. Source data are provided as a Source Data file.

Supplementary Figure 5

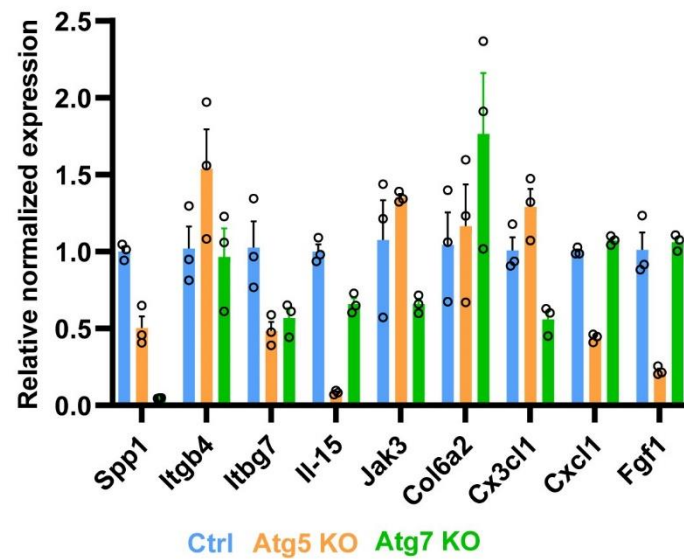

**Supplementary Figure 5. Reduced expression of *Spp1* and other genes in Atg5 and Atg7 KO tumor cells.**

A select group of down-regulated genes including *Spp1* in Atg5 KO and Atg7 KO cells were validated using RT-qPCR. Mean  $\pm$  SEM of relative levels (normalized to Ctrl cells) is shown. n = 3 technical replicates. Source data are provided as a Source Data file.

## Supplementary Figure 6

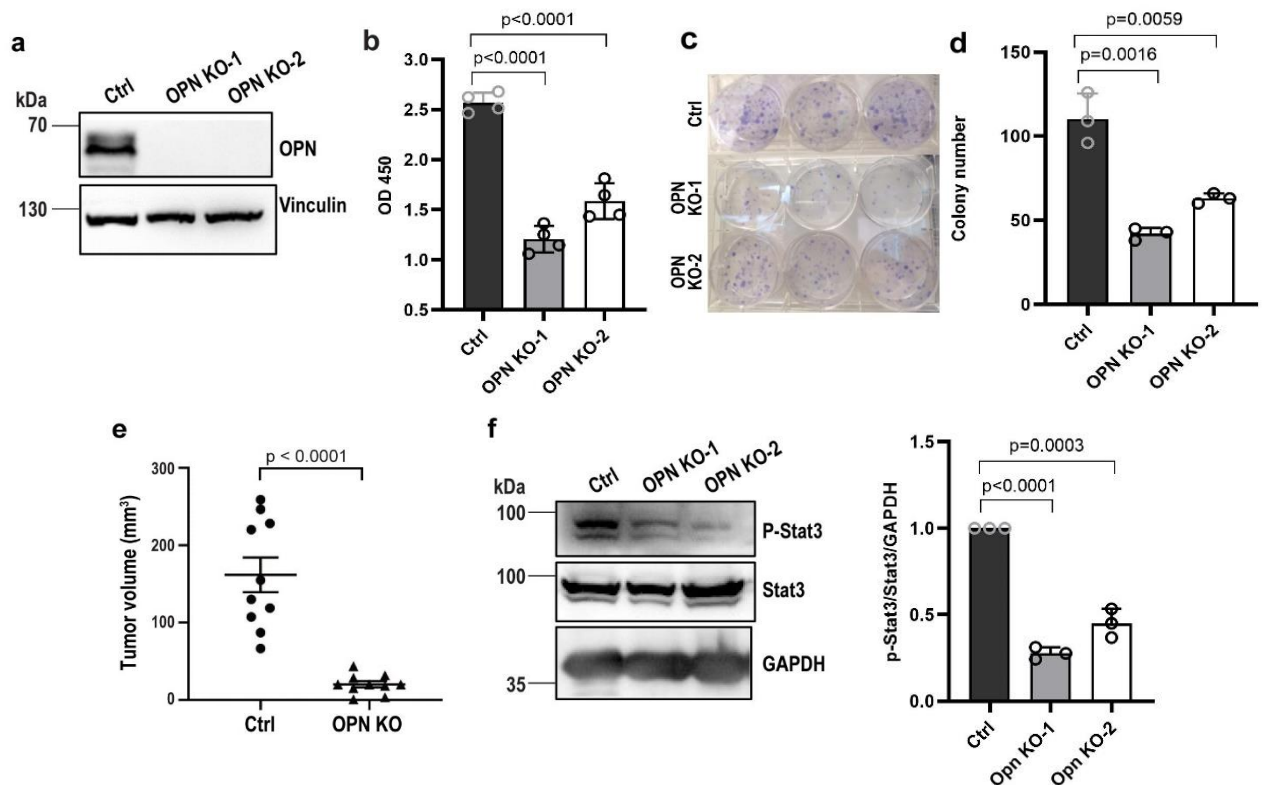

### Supplementary Figure 6. Analysis of cellular functions and tumorigenicity of 5864 vascular tumor cells upon OPN KO.

**a)** Lysates from 5864 tumour cells (Ctrl) and two clones of OPN KO from these cells were examined by western blots for OPN and Vinculin.

**b)** Ctrl and OPN KO tumour cells were measured for cell proliferation by CCK-8 assay shown as mean  $\pm$  SD.  $n = 4$  biologically independent cells.

**c, d)** Representative images of colony formation assay of Ctrl and OPN KO tumour cells are shown in **c**, and mean  $\pm$  SD of the colony numbers are shown in **d**.  $n = 3$  biologically independent cells.

**e)** Ctrl and OPN KO tumour cells ( $2 \times 10^6$  cells) were subcutaneously injected in recipient nude mice. Mean  $\pm$  SEM of tumour volume at 4 weeks after injection is shown ( $n = 10$  biologically independent samples, 5 mice).

**f)** Lysates from Ctrl and OPN KO tumour cells were examined by western blots for P-Stat3, Stat3 and GAPDH. Relative levels of pSTAT3/STAT3 (normalized to Ctrl cells) are shown on the right as mean  $\pm$  SD (n = 3 independent experiments). For **b-d**, at least two independent experiments were repeated. Source data are provided as a Source Data file.

### Supplementary Figure 7

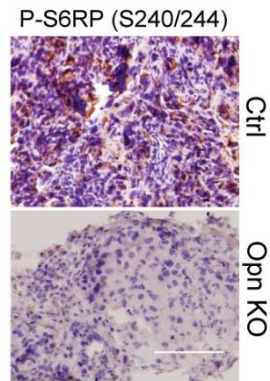

#### **Supplementary Figure 7. Analysis of phospho-S6RP in transplanted tumors from OPN KO cells.**

562 tumour cells and OPN KO cells ( $2 \times 10^6$  cells) were subcutaneously injected in recipient nude mice. Tumors were harvested at 10 weeks after transplantation, and tumor sections were analyzed by IHC for P-S6RP (S240/244). Scale bar, 50  $\mu$ m.

**Supplementary Table 1. Gene list that are common to the top 3 KEGG pathways**

| Gene          | Fip200 KO vs Ctrl |          | Atg5 KO vs Ctrl |          | Atg7 KO vs Ctrl |          |
|---------------|-------------------|----------|-----------------|----------|-----------------|----------|
|               | log2FC            | padj     | log2FC          | padj     | log2FC          | padj     |
| <b>Col6a2</b> | -10.39            | 2.31E-05 | -9.06           | 1.06E-05 | -9.55           | 4.49E-05 |
| <b>Cx3cl1</b> | -2.57             | 1.08E-04 | -2.20           | 1.12E-04 | -1.78           | 1.91E-02 |
| <b>Cxcl1</b>  | -2.88             | 1.24E-02 | -3.35           | 3.63E-04 | -3.42           | 2.26E-04 |
| <b>Fas</b>    | -2.15             | 5.58E-02 | -2.20           | 1.03E-03 | -2.70           | 1.40E-03 |
| <b>Fgf1</b>   | -3.99             | 6.06E-03 | -3.38           | 1.14E-03 | -3.26           | 6.39E-03 |
| <b>Fgf10</b>  | -3.34             | 8.26E-02 | -4.30           | 6.42E-04 | -3.41           | 1.64E-02 |
| <b>Flt1</b>   | -3.37             | 4.87E-03 | -1.34           | 3.86E-02 | -3.00           | 1.12E-06 |
| <b>Gng8</b>   | -5.91             | 3.33E-02 | -5.18           | 9.33E-03 | -5.74           | 1.26E-02 |
| <b>Il15</b>   | -3.14             | 1.09E-07 | -3.43           | 8.37E-21 | -1.91           | 2.79E-03 |
| <b>Itgb4</b>  | -3.35             | 1.04E-03 | -2.30           | 2.18E-04 | -3.32           | 1.42E-05 |
| <b>Itgb5</b>  | -3.42             | 5.70E-02 | -4.37           | 1.62E-05 | -4.66           | 3.74E-06 |
| <b>Itgb7</b>  | -4.55             | 4.35E-04 | -5.11           | 4.24E-07 | -4.58           | 3.36E-04 |
| <b>Itgb8</b>  | -5.49             | 4.68E-02 | -7.38           | 1.91E-03 | -5.37           | 1.77E-02 |
| <b>Jak3</b>   | -1.55             | 1.53E-02 | -2.57           | 2.17E-13 | -1.88           | 3.83E-04 |
| <b>Junb</b>   | -1.85             | 7.58E-03 | -1.86           | 1.03E-04 | -1.56           | 1.30E-02 |
| <b>Lamb3</b>  | -3.15             | 6.64E-03 | -4.10           | 1.10E-07 | -2.85           | 1.39E-03 |
| <b>Lif</b>    | -5.45             | 8.11E-05 | -6.58           | 2.12E-08 | -5.66           | 6.94E-06 |
| <b>Lpar2</b>  | -2.04             | 3.59E-02 | -1.57           | 4.47E-03 | -2.62           | 1.46E-04 |
| <b>Map3k5</b> | -3.97             | 6.24E-03 | -3.75           | 6.08E-04 | -4.05           | 7.07E-04 |
| <b>Nr4a1</b>  | -2.88             | 5.20E-05 | -2.18           | 2.08E-05 | -2.41           | 5.31E-04 |
| <b>Pdgfc</b>  | -3.29             | 5.92E-02 | -3.16           | 2.84E-04 | -3.88           | 9.05E-05 |
| <b>Pdgfra</b> | -3.96             | 4.90E-03 | -4.58           | 2.50E-04 | -4.31           | 5.21E-04 |
| <b>Pik3r2</b> | -1.01             | 8.81E-02 | -1.28           | 1.38E-05 | -1.24           | 4.06E-03 |
| <b>Ptgs2</b>  | -1.89             | 2.41E-02 | -3.58           | 9.75E-14 | -1.67           | 4.26E-03 |
| <b>Sdc1</b>   | -4.96             | 3.96E-03 | -5.01           | 2.48E-06 | -1.21           | 8.41E-03 |
| <b>Sgk1</b>   | -1.56             | 6.24E-03 | -1.37           | 5.89E-06 | -1.07           | 3.27E-03 |
| <b>Spp1</b>   | -3.71             | 1.48E-03 | -5.79           | 3.31E-08 | -6.04           | 3.99E-08 |
| <b>Thbs2</b>  | -4.84             | 8.20E-02 | -3.28           | 8.09E-02 | -5.69           | 1.25E-02 |
| <b>Traf1</b>  | -1.65             | 1.36E-02 | -1.42           | 5.21E-05 | -2.28           | 5.97E-07 |
| <b>Vegfd</b>  | -2.80             | 9.81E-02 | -3.39           | 1.83E-03 | -2.59           | 6.35E-02 |

# Supplementary material for: Autophagy inhibition prevents lymphatic malformation progression to lymphangiosarcoma by decreasing osteopontin and Stat3 signaling
**Source:** Nat Commun. 2023 Feb 22;14:978. doi: 10.1038/s41467-023-36562-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | DP Controller (version 1.2.2.108, OLYMPUS); Zeiss LSM confocal 710; IncuCyte ZOOM; CFX Connect Real-Time System (BIO-RAD); Synergy 2 Multi-Mode Reader (BioTek); iBright CL1500 Imaging System (Invitrogen by Thermo Fisher Scientific); Illumina NextSeq 550.                                                                                                                                                                                     |
| Data analysis   | ImageJ (NIH); Prism (version 9.0, GraphPad); CFX Manager Software (BIO-RAD); Gen 5 software (BioTek); TopHat2 aligner; edgeR Bioconductor package; DAVID Bioinformatics Resources 6.8 (Laboratory of Human Retrovirology and Immunoinformatics); Western blot images were cropped by ACDSee12.0 software. Graphs for cell migration, colony formation, RT-qPCR, IHC and plots of KEGG pathway analysis were generated in Microsoft Excel software. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA-sequencing data generated have been deposited in the Gene Expression Omnibus under the accession code GSE193568. Source data related to all figures are included in this article. The other relevant data generated in this study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed. Sample size was determined according to previous experimental observations.                                                                                                                                                                                                                                                                                                               |
| Data exclusions | No collected data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All experiments were repeated with at least biological triplicates unless otherwise noted.                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | Age- and littermate-matched mutant mice were randomly collected by genotype. Nude mice were randomized when they were used for tumor cell subcutaneous transplantation.                                                                                                                                                                                                                                                               |
| Blinding        | Investigators were blinded to cell genotypes for RNA-sequencing performance and data analysis. For Western Blot and cell migration assay, investigators were blinded to cell genotypes for performance, imaging and analysis during biological replicate experiments. For mouse experiments, investigators were blinded to mouse genotypes for mouse phenotype observation, and blinded to tumor genotypes for tumor size monitoring. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

For Western blot:  
 FIP200 (D10D11) Rabbit mAb (Cell Signaling Technology, #12436); SQSTM1/p62 (D1Q5S) Cell Signaling Technology, #39749); Hamarin/TSC1 (D43E2) (Cell Signaling Technology, #6935); Phospho-ULK1 (Ser 757) (Cell Signaling Technology, #6888); ULK1 (Cell Signaling Technology, #8054); LC3B (1:2000, Cell Signaling Technology, #43566); Phospho-p70 S6 Kinase (Thr389) Antibody (Cell Signaling Technology, #9205); Atg5 (D5F5U) Rabbit mAb (Cell Signaling Technology, #12994); Atg7 (D12B11) Rabbit mAb (Cell Signaling Technology, #8558); Phospho-Stat3 (Tyr705) (D3A7) XP® Rabbit mAb (Cell Signaling Technology, #9145); Stat3 (124H6) Mouse mAb (Cell Signaling Technology, #9139); GAPDH (D16H11) XP® Rabbit mAb (Cell Signaling Technology, #5174), p70 S6 kinase a Antibody (C-18) (Santa Cruz Biotechnology, sc-230); Mouse Osteopontin/OPN Antibody (R&D Systems, MAB808); Monoclonal Anti-Vinculin (Millipore Sigma, V4505); Monoclonal Anti-β-Actin (Millipore Sigma, A5441); Anti-rabbit IgG, HRP-linked Antibody (Cell Signaling Technology, #7074); Anti-mouse IgG, HRP-linked Antibody (Cell Signaling Technology, #7076).

For immunohistochemistry:  
 CD31 (PECAM-1) (D8V9E) XP® Rabbit mAb (Cell Signaling Technology, #77699); Phospho-S6 Ribosomal Protein (Ser240/244) (D68F8) XP® Rabbit mAb (Cell Signaling Technology, #5364); Ki67 (Spring Bioscience M3060); Cleaved Caspase-3 (Asp175) (Cell Signaling Technology, #9661); Phospho-Stat3 (Tyr705) (D3A7) XP® Rabbit mAb (Cell Signaling Technology, #9145); Anti-Osteopontin (SPP1), mouse [LF-175] Antibody (Kerafast, ENH094-FP); Biotin-SP (long spacer) AffiniPure Goat Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch Laboratories, Inc, 111-065-003). Alexa Fluor® 594 AffiniPure Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch, Laboratories, Inc, #711-585-152) and Alexa Fluor® 488 AffiniPure Donkey Anti-Rat IgG (H+L) (Jackson ImmunoResearch Laboratories, Inc, #712-545-150)

### Validation

Commercial per-validated antibodies were purchased from reputable sources (Cell Signaling Technology, Santa Cruz Biotechnology,

## Validation

Millipore Sigma, R&D systems, Spring Bioscience, Kerafast and Jackson ImmunoResearch Laboratories), with validation data present on the manufacturer' websites as noted in the Methods section.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

HEK293T cell line was obtained from ATCC. 562 and 5864 cell lines were obtained from our lab.

## Authentication

HEK293T cells were authenticated by short-tandem repeat profiling service. No further authentication has been performed since they arrived in our lab. We established 562 and 5864 cell lines by ourselves, they were not authenticated.

## Mycoplasma contamination

All cell lines used in experiments were tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Both male and female of Tsc1f/f;Scl-Cre, Tsc1f/f;Fip200f/f;Scl-Cre, Tsc1f/f;Fip200f/KI;Scl-Cre mice at 8-10 week-age were used with more than 98% C57BL/6 background. Female athymic nude mice at 6-8 week age were used in tumor cell transplantation.

## Wild animals

No wild animals were used.

## Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

Institutional Animal Care and Use Committee (IACUS) at University of Cincinnati

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

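The RNA-sequencing of control, Fip200 KO, Atg5 KO and Atg7 KO 562 cells was re-analysed, 3 libraries per group and 12 in all. The authors deposited 1 table per KO against control, each with the same 3 control libraries. The paper's methods state that adapter-trimmed reads were aligned with TopHat2, counted on known transcripts with Bioconductor packages and compared by the negative binomial model of edgeR. The paper's text does not name the genome build, the annotation, the versions or a filter on low values. The columns that the authors deposited have the names that DESeq gives its output.

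Each deposited table holds 5 kinds of value. The authors deposited RPKM values per library, made by dividing the reads of a gene by its length in kilobases and scaling them to the total reads of the library, with no further scaling between libraries. The unit is not named in the tables. It was read from the values, which for each gene stand in ratios of whole numbers after 1 factor per library. The group means are a signal on the scale of reads, namely the mean of the reads divided by size factors, which the authors computed over the 6 libraries of each comparison. The fold change is the ratio of the KO mean to the control mean, and the log2 fold change that the authors deposited was made by taking the log2 of that ratio. The p-value and its adjusted value come from the authors' test of each gene. The authors' fold changes and p-values were used only to compare with the values reported here.

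The whole reads behind the RPKM values were recovered for 14851 of 14851 genes, 14832 of them from the ratios between libraries alone, while 20 genes had no reads. For 19 genes the reads were multiplied by a common factor to match the deposited group means. With these reads, size factors by the median of ratios equalled the authors' size factors (largest difference 0.0%), and 100.0% of the group means were whole multiples of the expected unit. On 3000 simulated genes, 99.93% were recovered. Between 17269403 and 23635368 reads per library were counted, and the highest total was 1.37 times the lowest. The listed genes held at least 99.97% of each total. The 10 genes with most reads held between 4.46% and 6.29% of the reads. A gene with 3 or fewer reads in every library of a group was taken as at the floor, and its fold change is given as a bound against that floor. Intervals and floors cover counting error only. No library was a duplicate of another of its group, since the chi-square per degree of freedom between replicates was at least 8.66.

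Genes with an RPKM of at least 0.5 in at least 3 of the compared libraries were tested by limma on log2 of RPKM plus 0.5, with empirical Bayes moderation along the trend of expression level. Each KO was compared with control in a fit of those 6 libraries. Differences between KO cells were tested in 1 fit of all 12 libraries. P-values were adjusted by Benjamini and Hochberg, and genes were called at an adjusted p of at most 0.1 and a log2 fold change of at least 1 in size, as in the paper. The test and the filter were chosen once the unit was known to be RPKM, because a test for read counts had been planned. The comparisons, the thresholds, the lists and most alternatives were set before the data were examined. Set tests used limma's camera with a preset correlation of 0.01 between genes, over 641 Reactome sets of 15 to 500 tested genes from the fgsea package, at an adjusted p of at most 0.05. KEGG and DAVID were not used here. A pair of tests with other assumptions, fry and camera with an estimated correlation, was run beside it. Single genes were also tested by exact two-sided permutation of 3 against 3 libraries, where the smallest p is 0.1.

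The test was checked on simulated libraries with the spread of the data and 200 genes changed by a log2 of 2. It called 152 of them (76%), with 17 unchanged genes called and 0 in the wrong direction. Overlaps between the 3 comparisons were set against 100 draws in which no group differs but the control is shared. Each draw took the deviations of the 12 libraries from their group means, scaled for the mean taken out, in random order and with random signs, so that the correlation between genes was kept. For every count, other splits of the libraries were tested, all 10 splits of 6 libraries into 3 and 3, or 100 splits drawn for all 12. Chromosome medians used genes with an RPKM of at least 2 in every library, with gene positions from the RefSeq genes and GC content from the transcripts of GRCm38. The random seed was 20230222. The tools were R 4.3.3, limma 3.58.1, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

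The genes named in the text followed a rule. They are the 3 targeted genes, the genes the paper names where a value is given for them, and per KO the 3 lowest and 3 highest log2 fold changes among called genes without overlap and with a mean log2 CPM of at least 1. Further, the 5 genes lower and the 5 genes higher in all 3 KO cells with the smallest of their largest adjusted p are named, and members of the gene lists. The gene lists were pan-endothelial, lymphatic endothelial, fibroblast and mesenchymal, macrophage, cell cycle, Stat3 target, Y-linked, X-inactivation, autophagy machinery, interferon-stimulated and cholesterol synthesis genes. The genes that bound the stretch of chromosome 8 in the closing section were chosen after their values were seen.

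The alternatives changed 1 choice at a time. They were median-of-ratios scaling, no filter, at least 10 reads in every library, all 12 libraries in one fit or only the groups compared, the replicate number as a block, the prefix of the library name as a term, each library left out in turn, an adjusted p of 0.05, no fold change threshold, and the other set tests. Added after the data were seen were pseudocounts of 0.1 and 1, voom on the recovered reads, removal of the median shift of each chromosome in each library, robust moderation and moderation without a trend. The library names carry 3 prefixes. They are FY, JG and JG for control replicates 1, 2 and 3, FY for all Fip200 KO libraries, JG, JG and Yang for Atg5 KO replicates 1, 2 and 3, and Yang for all Atg7 KO libraries. What the prefixes stand for is not stated. With the prefix as a term, the Fip200 KO libraries are compared with control replicate 1 alone, the only control library of their prefix. No library was left out of the main comparisons. The paper's other experiments (blots, stains, growth assays and mice) were not analysed here.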

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

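The fits with the prefix as a term and with each library left out were set before the data were examined. All other tests in this part were chosen only after the result was seen.

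The paper's lists of genes shared by the 3 KO cells hold genes that were lower. Signals in genes outside those lists were read here as well, and 25 genes were called higher in all 3 KO cells against control. The ones with the smallest p were Tgm2, Ulbp1, Gulp1, Sema3e and Pde1a, with log2 fold changes between 1.22 and 3.65. No gene of chromosome 8 and 4 of chromosome X were among the 25.

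The tables argue against an arbitrary choice of the 3 reference libraries. They do not argue against an arbitrary grouping of the KO libraries. Of 100 splits of the 12 libraries into a reference and 3 further groups, the real one included, 2 gave as many genes higher in all 3. The other of these 2 kept the 3 control libraries as the reference and regrouped the KO libraries, with 48 genes higher. No further split drawn had all 3 control libraries as the reference, so the splits cannot test how the KO libraries are grouped.

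What stays open includes chance values shared through the same 3 control libraries. Of the 500 genes with the highest log2 fold changes in each KO, 182 were common to all 3. In 11 of 100 draws of groups that do not differ, made from the deviations of whole libraries, as many were common, so this test did not exclude it. Lists of 200 and 1000 genes gave 12 and 10 such draws. Also open is a difference between the sets of libraries that share a name prefix. With the prefix as a term, 0 genes were higher in all 3 KO cells, with 54 at an unadjusted p under 0.05. That fit takes the comparison of Atg7 KO cells, which share no prefix with a control library, from other groups, so its 0 could come from the loss of direct comparisons as well as from a batch. For the Atg7 KO libraries, prefix and condition are separated only through Atg5 KO replicate 3, the only other library with their prefix. The Fip200 KO libraries share theirs with control replicate 1 only. The count also rested on single libraries. It was 0 without control replicate 2 (208 genes at an unadjusted p under 0.05 in all 3), 0 without control replicate 3 (180 such genes), 1 without Fip200 KO replicate 2, and 40 without Fip200 KO replicate 3. A shared effect of blocked autophagy, which the design names, and a shared effect of growth as KO lines, which the control sgRNA does not exclude, were not separated by any test. Both stay among the open explanations.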

How the results depend on the processing

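The splits of the libraries in this part were chosen only after the results were seen. So were the alternatives with another pseudocount, voom, chromosome shifts removed, robust moderation or no trend. The cause was not tested for any change below, apart from those that the construction of a setting shows.

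Median-of-ratios scaling left the counts of called genes within 1.5 times (240 in Fip200 KO, 1317 in Atg5 KO and 1200 in Atg7 KO cells, against 234, 1331 and 1191). So did robust moderation, moderation without a trend and both pseudocounts. The counts of the KO comparisons with control moved more under other settings. In Fip200 KO cells 146 genes were called with no filter, 86 with at least 10 reads in every library, 608 with all 12 libraries in one fit, 47 with the prefix as a term, 146 with chromosome shifts removed and 74 at an adjusted p of at most 0.05. With the prefix as a term, 663 genes were called in Atg5 KO and 38 in Atg7 KO cells. Without the fold change threshold the calls rose by construction, to 4914 in Atg5 KO (2207 lower, 2707 higher) and 2955 in Atg7 KO cells.

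Genes lower in all 3 KO cells numbered 139. They were 45 with at least 10 reads in every library, 282 with all 12 libraries in one fit, 15 with the prefix as a term, 91 with chromosome shifts removed (85 of them among the 139) and 48 at an adjusted p of at most 0.05. With voom, 127 were called, 118 of them among the 139. Genes higher in all 3 numbered 25. They were 8 with no filter, 10 with at least 10 reads, 77 with all 12 libraries, 0 with the prefix as a term (54 at an unadjusted p under 0.05 in all 3), 14 with voom and 5 at an adjusted p of at most 0.05. The genes of Supplementary Table 1 called in all 3 numbered 4. They were 2 with at least 10 reads, 15 with all 12 libraries, 0 with the prefix as a term (7 at an unadjusted p under 0.05), 2 with a pseudocount of 1, 2 with chromosome shifts removed and 1 at an adjusted p of at most 0.05.

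With the replicate number as a block, which pairs libraries of the same number, 93 genes were called in Fip200 KO cells, 64 lower and 11 higher in all 3, and 1 gene of Supplementary Table 1 in all 3. The numbers do not pair the libraries: the correlation of deviations from the group means between libraries of the same number had a median of −0.05 (−0.50 to 0.25 over 18 pairs), against 0.03 between other numbers.

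The comparisons between KO cells called 0 genes each. With the prefix as a term they called 1 gene between Atg5 KO and Fip200 KO, 2 between Atg7 KO and Fip200 KO and 1 between Atg7 KO and Atg5 KO cells. With only the groups compared in the fit, 1 gene was called between Atg7 KO and Fip200 KO and 1 between Atg7 KO and Atg5 KO cells.

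The Fip200 KO counts changed much with single libraries left out. Across the 6 fits that each left out 1 library, the calls ranged from 0 to 598 in Fip200 KO, from 985 to 1502 in Atg5 KO and from 576 to 1514 in Atg7 KO cells. In Fip200 KO cells they were 89 without control replicate 1, 0 without control replicate 2 (1103 genes at an unadjusted p under 0.05), 0 without control replicate 3 (913 genes), 143 without Fip200 KO replicate 1, 41 without replicate 2 and 598 without replicate 3. In Atg7 KO cells they were 730 without control replicate 2, 576 without control replicate 3 and 768 without Atg7 KO replicate 1. Across 12 such fits, genes lower in all 3 ranged from 0 to 212. They were 30 without control replicate 1, 0 without control replicate 2 (384 at an unadjusted p under 0.05), 0 without control replicate 3 (327), 28 without Fip200 KO replicate 2 and 212 without replicate 3. Genes higher in all 3 ranged from 0 to 40, with 12 without Fip200 KO replicate 1, 13 without Atg7 KO replicate 1, 1 without Fip200 KO replicate 2, 40 without replicate 3, and 0 without control replicate 2 or 3 (208 and 180 at an unadjusted p under 0.05). Genes of Supplementary Table 1 called in all 3 ranged from 0 to 10. They were 2 without control replicate 1, 0 without control replicate 2 or 3 (9 and 10 at an unadjusted p under 0.05), 1 without Fip200 KO replicate 1 or 2, and 10 without Fip200 KO replicate 3. Genes differing between KO cells ranged from 0 to 300 for Atg5 KO against Fip200 KO, 0 to 402 for Atg7 KO against Fip200 KO and 0 to 2 for Atg7 KO against Atg5 KO. The 300 and 402 came without Fip200 KO replicate 3. Without Fip200 KO replicate 2, both comparisons with Fip200 KO cells called 4 genes. Without Atg5 KO replicate 3 the calls were 3 for Atg7 KO against Fip200 KO and 1 for Atg7 KO against Atg5 KO, and the last comparison called 2 without control replicate 2 or Fip200 KO replicate 1. The self-test made calls for 3 libraries against 3. It was not run with 1 library left out, so the smaller number of libraries stays open as a cause of the counts of 0 there.

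Spp1 kept its direction in all settings run. Its adjusted p from limma ranged over them from 0.130 to 0.916 in Fip200 KO, 0.0138 to 0.0688 in Atg5 KO and 0.00997 to 0.297 in Atg7 KO cells. The call in Atg7 KO cells was lost with the prefix as a term (−4.78, adjusted p = 0.297). Left out one by one, the libraries gave log2 fold changes from −3.40 to −1.14, −5.44 to −3.18 and −5.71 to −3.45 in Fip200 KO, Atg5 KO and Atg7 KO cells, each nearest to 0 without control replicate 2. With the prefix as a term, which compares the Fip200 KO libraries with control replicate 1 alone, the value in Fip200 KO cells was nearer still to 0 (−0.593). Between KO cells, Spp1 was lower in Atg5 KO and Atg7 KO than in Fip200 KO cells in all settings run and called in none (log2 fold changes from −4.53 to −1.73 and from −4.18 to −2.09, smallest adjusted p 0.274 and 0.251). The RNA of the targeted gene ranged likewise from −1.06 to −0.30 in Fip200 KO, −0.19 to 0.23 in Atg5 KO and −2.31 to −1.57 in Atg7 KO cells. In Atg5 KO cells the value near 0 (0.003) turned to −0.051 with median-of-ratios scaling, −0.048 with voom and −0.079 with chromosome shifts removed, to −0.043 without control replicate 2, −0.036 without Atg5 KO replicate 3, −0.077 without control replicate 3 and −0.185 without Atg5 KO replicate 2. Its adjusted p ranged from 0.449 to 0.996 over all settings. In Atg7 KO cells the lower RNA was not past the threshold with the prefix as a term (−1.93, adjusted p = 0.589, where all settings ranged from 0.0103 to 0.589).

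The log2 ratio of the group means of normalized reads stayed close for Spp1 with scaling by library size only (−3.68, −5.74 and −6.06 in Fip200 KO, Atg5 KO and Atg7 KO cells). It moved by more than its SD without control replicate 2 (−1.23, −3.32 and −3.59), and for Sdc1 in Fip200 KO cells without Fip200 KO replicate 3 (−8.96).

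Set tests depended on the test and on the correlation between genes that it takes. Under fry the genes of a set are tested by themselves, and under camera against all other tested genes. Reactome sets past the threshold numbered 50, 136 and 127 in Fip200 KO, Atg5 KO and Atg7 KO cells, 3, 326 and 19 under fry, and 0, 0 and 0 with an estimated correlation (9, 46 and 13 at an unadjusted p under 0.05). With 1 library left out they ranged from 0 to 82, 95 to 164 and 86 to 137. In Fip200 KO cells they were 0 without Fip200 KO replicate 3 (77 at an unadjusted p under 0.05), 82 without replicate 1 and 76 without replicate 2. Of 9 gene lists, 2, 4 and 5 passed in the same order, against 0, 3 and 2 under fry and 0, 0 and 0 with an estimated correlation (0 at an unadjusted p under 0.05 in each, and 0 for Fip200 KO under fry).

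Other splits of the 6 libraries of a comparison into 3 and 3 gave as many called genes in 1 of 10 splits, the real one, for each KO against control. They gave as many Reactome sets in 7 of 10 splits for Fip200 KO, 1 of 10 for Atg5 KO and 2 of 10 for Atg7 KO cells, and as many gene lists in 10 of 10, 7 of 10 and 3 of 10. For each comparison between KO cells 10 of 10 splits gave as many genes, since the real count was 0. With 10 splits no share under 0.1 can be had. Of 100 splits of the 12 libraries, 2 gave as many genes lower in all 3, and 2 as many genes of Supplementary Table 1, the real one included. The other had 236 and 11, and kept the control libraries as the reference.

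For the 51 other results, the log2 fold changes of genes named by rule, 734 of 843 values under other settings kept their direction and their side of the threshold, 108 were weaker and 0 stronger. One reversed: Mgp in Atg7 KO cells, at 5.85, was −1.97 with the prefix as a term (adjusted p = 0.608, with a range of 0.000156 to 0.608 over its alternatives).

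TMM normalization, the Wald and exact tests for read counts, and a larger prior count were alternatives set before the data were examined. They were not run. The tables hold RPKM and the main test was changed for them, though the recovered whole reads would have allowed tests for read counts. Scaling by library size, 1 of those alternatives, is part of RPKM and became the main setting, and the filter on RPKM took the place of a filter on counts. The depth limits the genes at the floor, for which a bound and no fold change is given.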

Differences from the paper's values

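The paper states 799 differentially expressed genes in Fip200 KO cells, where 234 were called here. Among the alternatives set before the data were examined, all 12 libraries in one fit gave 608 and the fit without Fip200 KO replicate 3 gave 598, both within 1.5 times of the paper's number. None of the others closed the gap. The authors' deposited test of the same 6 libraries gives 820 genes at the same thresholds. The gap therefore comes with the test, its fold change and its filter, and not with the choice of libraries. Which of these 3 matters was not tested. In Fig. 4a, read by eye, the paper shows about 590 down-regulated and about 210 up-regulated genes in Fip200 KO cells, against 193 and 41 here. All 12 libraries in one fit gave 450 and 158, and the fit without Fip200 KO replicate 3 gave 429 and 169. No other alternative set before the data were examined came within 1.5 times.

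For Atg7 KO cells the paper shows about 1500 down-regulated genes in Fig. 4a, read by eye, against 803 here. With no fold change threshold 1618 were called lower, and no other alternative set before the data were examined closed the gap. The paper shows about 190 up-regulated genes in Atg7 KO cells (Fig. 4a, read by eye), against 388 here. The fits without control replicate 2 (254), without control replicate 3 (205) and without Atg7 KO replicate 1 (196) came within 1.5 times, and no other alternative set before the data were examined did.

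The paper's Supplementary Table 1 gives a log2 fold change of −1.21 for Sdc1 in Atg7 KO cells. The log2 ratio of the group means of normalized reads was −5.10 here, and the authors' deposited table gives −5.09. No alternative set before the data were examined closed the gap, with values from −6.26 to −3.91. For the rest of the 30 genes, the values of that table equalled the authors' deposited values in 30, 30 and 29 genes for Fip200 KO, Atg5 KO and Atg7 KO cells.

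The paper's Supplementary Table 1 lists 30 genes as down in all 3 KO cells, of which 4 were called lower in all 3 here. None of the alternatives set before the data were examined closed the gap. The highest count was 15, with all 12 libraries in one fit. Under some setting 16 of the 30 genes were called in all 3, and 14 under none. Beyond Fas, Il15, Itgb4 and Cx3cl1, all 12 libraries in one fit called Itgb7, Jak3, Junb, Lamb3, Lpar2, Nr4a1, Pdgfc, Ptgs2, Sdc1, Sgk1 and Traf1 in all 3. Median-of-ratios scaling called Sgk1, no filter called Lamb3, and the fit without control replicate 1 called Junb. The fit without Fip200 KO replicate 3 called Jak3, Lamb3, Nr4a1, Sdc1, Sgk1 and Traf1, and that without Atg5 KO replicate 2 called Flt1. Among alternatives chosen after seeing the values, voom and moderation without a trend called Lamb3, and removal of chromosome shifts called Sgk1. In single KO cells, the prefix as a term and the fit without control replicate 1 called Cxcl1 in Atg5 KO and Atg7 KO cells and Vegfd in Atg5 KO cells. The fit without control replicate 1 also called Vegfd in Atg7 KO cells, and no filter called Lif in Atg5 KO cells. Of the 49 pairs of a gene and a KO that were not called, 31 were called under no setting run.

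The paper counts Spp1 and Itgb5 among the genes down in all 3 KO cells. In Fip200 KO cells both were lower on average and not called, with log2 fold changes of −2.46 for Spp1 (adjusted p = 0.305 from limma) and −2.41 for Itgb5 (adjusted p = 0.278), under this and all other settings run. In the authors' test of the same libraries, both pass the thresholds of the paper's methods.

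The authors' deposited tables were also counted at the thresholds of the paper's methods. They give 820 genes in Fip200 KO (601 lower, 219 higher), 2313 in Atg5 KO (1534 lower, 779 higher) and 1900 in Atg7 KO cells (1245 lower, 655 higher). At an adjusted p of 0.05 they give 610, 1997 and 1557. Neither set of 3 matches the paper's 799, 1804 and 1652.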

Other observations

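The tests on chromosome 8 for a few strongly changed genes, for gene length, GC content and expression level, for one stretch and for the whole chromosome were written before their results were seen. The tests of the gene lists by camera, fry and camera with an estimated correlation were set before the data were examined. All other tests in this part were chosen only after the result was seen.

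Genes of chromosome 8, apart from the last part of it, were lower in the KO cells. Over its 492 genes with an RPKM of at least 2 in every library, the median log2 fold change was −0.38 in Fip200 KO, −0.44 in Atg5 KO and −0.40 in Atg7 KO cells. Of 10000 random lists of as many genes, 0 had a median as low, and the lowest random medians were −0.09 in each KO. Chromosome 8 held 30 of the 139 genes lower in all 3 (21.6%), against 5.53% of tested genes, and 6 of the 30 genes of Supplementary Table 1. Chromosome X was about as low, with −0.37, −0.47 and −0.30, so chromosome 8 did not stand clear of the spread between chromosomes in every KO, the bar set in advance. The median level of its genes in each library, averaged over libraries, was higher in control than in KO cells by 0.40 on the log2 scale (exact two-sided permutation test of 3 against 9 libraries, p = 0.0182, adjusted over 20 chromosomes p = 0.0728). Chromosomes 3, 9, 13 and X had the same adjusted p. The 3 control libraries stood at 0.31, 0.25 and 0.36, the Fip200 KO libraries at −0.24, −0.11 and 0.16, the Atg5 KO libraries at −0.06, −0.06 and −0.31 and the Atg7 KO libraries at −0.33, 0.26 and −0.15.

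The tables argue against several causes of this shift. The 388 genes called in no KO had a median of −0.25 in the KO where it was nearest to 0, so a few strongly changed genes were not the whole cause. After trends on length, GC content and expression level were removed, the median nearest to 0 was −0.36. Within the prefix JG, control minus Atg5 KO was 0.36, so a difference between prefixes was not the whole cause either. These read against the random lists, because chromosome X is as low. The last of 3 consecutive parts of its genes had medians of 0.16, 0.012 and 0.11, none of them lower, which a different number of copies of the whole chromosome would not give. The first part had −0.40, −0.41 and −0.33 and the middle part −0.75, −0.80 and −0.84.

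The values fit changes shared by neighbouring genes. The SD of the medians of windows of 20 genes was 0.39, 0.36 and 0.43 in Fip200 KO, Atg5 KO and Atg7 KO cells, the lowest being 0.361, against at most 0.27, 0.26 and 0.29 in 1000 shuffled gene orders. A first test had taken runs of windows with medians of −0.3 or lower in all 3 KO. The longest run was 9 windows, and 32 of 1000 shuffled orders had a run as long, up to 14, with a median of 4. The longest run depends on how many windows are low, and it did not decide by itself. What stays open is how the change is spread and what it comes from. Whether 1 stretch holds the change cannot be told apart from a wider pattern, since 2 of the 3 parts were lower and the nearest to 0 of the first part was −0.326. The longest run covers 180 genes from Mau2 to Nae1, picked after 20 chromosomes had been looked at, with medians of −0.72, −0.78 and −0.78. Between its ends lie 274 listed genes, 19 of the genes lower in all 3 and 5 of the genes of Supplementary Table 1 (Cx3cl1, Il15, Jak3, Junb and Pik3r2). A candidate explanation is a difference in DNA copies of part of the chromosome between the control cells and the KO cells, or between the cells that gave rise to them. DNA was not measured, and changes in regulation over the same genes stay open too.

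Xist was the X-inactivation gene in the tables, and no Y-linked gene of the list was among the listed genes. Its RPKM was 12.7, 0.538 and 0.0178 in control replicates 1, 2 and 3, 53.4, 65.4 and 49.7 in Fip200 KO, 56.1, 50.9 and 36.2 in Atg5 KO and 58.1, 0.0468 and 50.5 in Atg7 KO replicates. Its log2 fold change was 4.87, 4.63 and 2.62 in Fip200 KO, Atg5 KO and Atg7 KO cells, called in Atg5 KO cells. The median level of chromosome X genes per library was 0.22, 0.27 and 0.31 in control, −0.02, −0.22 and 0.08 in Fip200 KO, −0.14, −0.16 and −0.23 in Atg5 KO and −0.23, 0.24 and −0.06 in Atg7 KO libraries. No test of the relation was run, and no explanation is given.

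The overlap of the genes lower in the 3 KO was larger than chance values shared through the same control libraries give. Of the 500 genes with the lowest log2 fold changes in each KO, 271 were common to all 3. In draws of groups that do not differ, made from the deviations of whole libraries, at most 260 were common, and 0 of 100 draws had as many. For lists of 200 and 1000 genes, 1 and 0 draws did. This argues against chance values in the control libraries as the whole cause for the lower genes. A property of the control cells that most KO libraries lack, such as the level of chromosome 8 genes, and an effect of blocked autophagy stay open, and the design does not separate them. With chromosome shifts removed, 91 genes were lower in all 3, 9 of them on chromosome 8.

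The genes of Supplementary Table 1 were mostly not high in control replicate 2 alone, though the list was chosen on these same libraries, which favours such genes. Their calls did depend on that replicate. Without it, 0 of them were called in all 3 KO cells, with 9 at an unadjusted p under 0.05. Control replicate 3 also lay above all 9 KO libraries for 29 of the 30 genes, and both replicates 1 and 3 for 18. The explanation stays open for Thbs2, for which only control replicate 2 did. It stays open as well for Gng8 and Itgb8, where control replicate 1 had 0 reads and replicate 3 had 7, and where the bound in Fip200 KO cells fell from 9.04-fold and 6.71-fold to 1.22-fold for both without control replicate 2.

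Spp1 and other genes were far higher in control replicate 2 than in the other control libraries. Spp1 had an RPKM of 1370 there and Gpc1 of 266, against 59.5 and 2.32 in replicate 1. RNA from fibroblasts that make type I collagen would bring Col1a1 and Col1a2. The higher of their RPKM in control replicate 2 was 0.07848, which argues against it. RNA from macrophages would raise the macrophage list, whose median RPKM was 0.288 in control replicate 2, 0.818 in replicate 1 and 0.496 in replicate 3, which argues against that source too. Of that list Cd68 was at 49.8, Cd14 at 54.6 and Lyz2 at 2.88 in control replicate 2, against 91.7, 19.8 and 19.3 in replicate 1 and 34.4, 73.0 and 26.4 in replicate 3. RNA from mesenchymal cells with little type I collagen stays open. The median RPKM of the fibroblast and mesenchymal list was 2.05 in control replicate 2, the highest of the 3. Col3a1 was at 143 there (2.82 in replicate 1 and 23.1 in replicate 3), Col6a1 at 108 (0.398 and 6.15) and Fbn1 at 73.8 (1.40 and 6.63). A change of state of the same cells would give the same values, and the tables cannot tell these apart. Col6a2 and Pdgfra of that list are also in Supplementary Table 1. A difference in culture stays open as well. No biological explanation of the difference between control replicates was tested, since the design names none.

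Cell cycle genes were higher in the KO cells. The list of 20 genes had a median log2 fold change of 0.43 in Fip200 KO (camera adjusted p = 0.0224), 0.78 in Atg5 KO (adjusted p = 7.5e-06) and 0.69 in Atg7 KO cells (adjusted p = 1.79e-05), with 17, 20 and 20 of the 20 genes higher. Under fry it passed in Atg5 KO cells (adjusted p = 0.0450) and not in Fip200 KO (adjusted p = 0.584) or Atg7 KO cells (adjusted p = 0.0933). The scaling of the libraries was not the cause, since a scaling moves all genes alike and the list's median lay above that of all genes by 0.409, 0.72 and 0.70. Of 10000 random lists with the same expression levels, 1, 0 and 0 lay as far above. A difference between prefixes was not the whole cause, since Atg5 KO minus control was 0.62 within the prefix JG. In Fip200 KO cells the mean level was 4.51, 4.68 and 5.81 in replicates 1, 2 and 3, against 4.24, 4.83 and 4.82 in control, so only replicate 3 lay above the control libraries and the rise in Fip200 KO cells rests on it. A difference in the growth state of the cultures when RNA was taken, and an effect of the KO, stay open. The paper reports reduced proliferation or colony formation of KO cells from other assays, which were not analysed here.

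The other lists gave these median log2 fold changes in Fip200 KO, Atg5 KO and Atg7 KO cells, with the adjusted p from camera. Cholesterol synthesis genes had −0.39 (0.117), −0.74 (3.89e-07) and −1.47 (8.39e-09), and passed under fry in Atg5 KO (0.0268) and Atg7 KO cells (0.0264). Interferon-stimulated genes had −1.09 (2.16e-06), −0.19 (0.579) and 0.59 (0.0336), and passed under fry in none. The difference of that list between KO cells was not tested. Autophagy machinery genes had −0.23 (0.117), −0.27 (0.0463) and −0.25 (0.0381), and passed under fry in none. Stat3 target genes had −0.55 (0.101), −0.47 (0.145) and −0.49 (0.152). Junb and Lif of that list are also in Supplementary Table 1, which was chosen on these libraries. Pan-endothelial genes had 0.31 (0.0673), 0.70 (0.0166) and 0.45 (0.0839), and did not pass under fry in Atg5 KO cells (0.230). Lymphatic endothelial genes had −0.11 (0.490), 0.57 (0.729) and 0.11 (0.885). Fibroblast and mesenchymal genes had −0.50 (0.539), −0.44 (0.729) and 0.36 (0.283). Macrophage genes had −1.17 (0.204), −1.52 (0.0709) and −2.81 (0.0381), over 4, 4 and 3 tested genes, and passed under fry in Atg5 KO (0.0444) and Atg7 KO cells (0.00346). With genes at the floor in 1 group set to their bound, no median of a list changed. None of the lists passed with an estimated correlation.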
